# Modeling signaling‐dependent pluripotency with Boolean logic to predict cell fate transitions

**DOI:** 10.15252/msb.20177952

**Published:** 2018-01-29

**Authors:** Ayako Yachie‐Kinoshita, Kento Onishi, Joel Ostblom, Matthew A Langley, Eszter Posfai, Janet Rossant, Peter W Zandstra

**Keywords:** asynchronous Boolean simulation, embryonic stem cell, gene regulatory network, heterogeneity, pluripotency, Development & Differentiation, Network Biology, Stem Cells

## Abstract

Pluripotent stem cells (PSCs) exist in multiple stable states, each with specific cellular properties and molecular signatures. The mechanisms that maintain pluripotency, or that cause its destabilization to initiate development, are complex and incompletely understood. We have developed a model to predict stabilized PSC gene regulatory network (GRN) states in response to input signals. Our strategy used random asynchronous Boolean simulations (R‐ABS) to simulate single‐cell fate transitions and strongly connected components (SCCs) strategy to represent population heterogeneity. This framework was applied to a reverse‐engineered and curated core GRN for mouse embryonic stem cells (mESCs) and used to simulate cellular responses to combinations of five signaling pathways. Our simulations predicted experimentally verified cell population compositions and input signal combinations controlling specific cell fate transitions. Extending the model to PSC differentiation, we predicted a combination of signaling activators and inhibitors that efficiently and robustly generated a Cdx2^+^Oct4^−^ cells from naïve mESCs. Overall, this platform provides new strategies to simulate cell fate transitions and the heterogeneity that typically occurs during development and differentiation.

## Introduction

Single‐cell‐level heterogeneity in gene expression is common in pluripotent stem cells [PSCs; MacArthur *et al*, 2012; and indeed other stem cell types (Gupta *et al*, 2011)]. There are two scenarios from which this heterogeneity emerges. Either different closely related cell types co‐exist or individual cells transition dynamically between different cell states (dynamic heterogeneity; Hoppe *et al*, 2014; Miyanari & Torres‐Padilla, 2012; Schroeder, 2011). Regardless of its origin, heterogeneity can result in families of gene regulatory networks (GRNs), each with potentially unique responsiveness to endogenous or exogenous perturbations (Eldar & Elowitz, 2010; Rompolas *et al*, 2013; Singer *et al*, 2014). One manifestation of this is that different subpopulations of cells may have higher probabilities of generating specific types of differentiated cells following treatment with differentiation‐inducing ligands (Chambers *et al*, 2007; Toyooka *et al*, 2008).

Distinct PSCs and their associated GRNs appear to be stabilized through extrinsic signals (or signal modifiers; Ng & Surani, 2011), which are typically either supplemented into the medium or endogenously produced (Davey & Zandstra, 2006; Moledina *et al*, 2012). For example, mouse embryonic stem cells (mESCs) will transition into epiblast stem cells (EpiSCs) if LIF and BMP4 in the medium are replaced with bFGF and Activin A. (Guo *et al*, 2009; Onishi *et al*, 2012). Additionally, dual small molecule inhibition of MAPK/ERK kinase (MEK) and glycogen synthase kinase‐3β (GSK3β; referred to as the 2i condition) yields mESCs in a naïve/ground state of pluripotency, a state which closely resembles the early, pre‐implantation stage epiblast (Tesar *et al*, 2007; Nichols *et al*, 2009; Evans, 2011). Notably, GRNs do not serve only as responsive elements to external stimuli, but also as stimulus sources themselves via autocrine/paracrine signaling, resulting in combined endogenous/exogenous feedback loops (Davey & Zandstra, 2006) that influence cell fate transition probabilities.

Here, we hypothesize that PSCs transition between heterogeneous cell states under the constraint of signaling inputs. We describe a simulation framework that depicts each PSC subpopulation as a compilation of related heterogeneous gene expression profiles which emerge depending on the given signaling inputs. This computational framework uses an mESC‐GRN consisting of 29 key genes to simulate the regulation of Oct4, Sox2, and Nanog (as well as other mESC‐associated genes) as a function of signaling inputs. Existing Boolean models that simulate the regulation of PSC‐GRNs treat each subpopulation as a discrete, steady‐state gene expression profile (i.e., attractor) derived from a unique or randomly set initial profile after rounds of Boolean updates, where genes are toggled on and off to satisfy the Boolean logic functions that make up the GRN (Dunn *et al*, 2014; Xu *et al*, 2014; Okawa & del Sol, 2015). While the steady‐state attractor approach simulates the presence of different cell states (i.e., subpopulations) within a total PSC population, it does not simulate gene expression variability within each PSC subpopulation, nor capture the single‐cell variability (MacArthur *et al*, 2012; Xu *et al*, 2014) and subpopulation dynamics (Kalmar *et al*, 2009; Filipczyk *et al*, 2015) that has been observed in single‐cell transcriptome data. We therefore aimed to group closely related gene expression profiles into constructs that enabled the prediction of subpopulation composition. To do this, we used a random asynchronous Boolean simulation (R‐ABS) strategy. While in a synchronous Boolean paradigm, all genes in the GRN toggle simultaneously to produce each condition, R‐ABS randomly picks a subset of genes at each time step and toggles individual genes asynchronously, resulting in a wider catalogue of transitional expression profiles (Di Paolo, 2007). We employed random asynchronous updates assuming uniform average time delays on every gene because this method not only accurately reflects the various biological observations such as changes in cell compositions, but can also represent both rhythmic and non‐rhythmic phenomena (Di Paolo, 2001). Instead of depicting subpopulations as steady‐state attractors, we hypothesized PSC states in dynamic heterogeneity are recapitulated as strongly connected components (SCCs), where all gene expression profiles in the set can transition into each other (Fig EV1a). Uniquely, this methodology allows the simulation outputs to be quantitatively compared with experimental observations from both single cell‐ and population‐level experiments (Fig EV1b). In addition, our model also includes feedback loops from the GRN to signaling pathway components, thus allowing for the exploration of a broader and more nuanced array of GRN outputs such as the exit from pluripotency as a consequence of the activation and inhibition of different combinations of five major pluripotency‐related signaling pathways (LIF/pStat3, Wnt/β‐catenin, Bmp4/pSmad1/5/8, Activin A/pSmad2/3, and bFGF/pERK). Taken together, our strategy represents a new platform, capable of simulating cell fate transitions and heterogeneity, that should have broad applicability to many different biological systems.

**Figure EV1:**
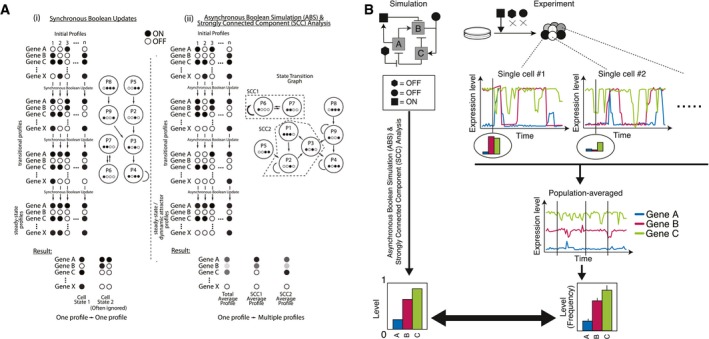
General strategy of the simulation The properties of synchronous (i) and asynchronous (ii) Boolean simulation. Importantly in ABS, a single starting profile can give rise to multiple different resultant profiles and therefore all transitional profiles are represented with probabilities. Note that we used random ABS where the genes updated in each transition are set randomly to reduce the calculation cost.The background of our simulation framework: heterogeneity derived from single‐cell fluctuations and stabilization of PSC populations showing robust gene expression pattern under a certain signaling input condition (depicted with black geometric shapes).

## Results

### Simulation framework for PSCs

Our simulation framework took advantage of two key strategies. The first is the R‐ABS strategy, where Boolean updates are performed asynchronously on randomly selected nodes (genes) in each simulation update, such that each simulated gene expression state can transition to multiple possible successor states (Albert *et al*, 2008; Garg *et al*, 2008). A profile transition graph, the accumulation of the transitions between unique expression profiles, is conceptually analogous to transitions between single‐cell states and is derived from an iterative R‐ABS. We believe that a binarized representation of gene expression, which is a common simplification for Boolean‐based simulations, is relevant at the single‐cell level given the accumulated observations of bimodal distributions in single‐cell gene expression profiles in mESCs (MacArthur *et al*, 2012; Xu *et al*, 2014) and in other cell types (Shalek *et al*, 2013). The relative transition frequencies from one expression profile to its successor profiles can be calculated by counting the individual transitions from the source to the target, which in turn determines the probability of traversing of each profile.

After generating the profile transition graph with R‐ABS, the second key element of our approach is to use SCCs to group unique expression profiles. An SCC is defined as a subset of expression profiles where every profile is capable of transitioning into all other profiles in the subset and returning to the original profile over an indefinite number of Boolean updates. This is analogous to a sustained PSC population containing multiple transitioning subpopulations (Bao *et al*, 2009). In the context of population‐level PSC state transitions, SCCs represent a dynamically stabilized population as a cluster of heterogeneous single‐cell profiles where each transition state can give rise to any of the other states within the SCC. In this study, we considered an SCC as PSC subpopulation which fulfills two criteria: the number of unique (heterogeneous) profiles in the SCC and the stability of the SCC are above thresholds. The model predicts the emergence of subpopulations (SCCs) in response to different input conditions (Fig 1A and B). The gene expression level for any given gene within a particular SCC is predicted by multiplying the sum of expression profile probabilities where the gene is present (ON) by the sum of probabilities of all the profiles in the SCC (Fig 1C upper panel). The expression probabilities are then multiplied with the probabilities of remaining within an SCC (i.e., 1 minus the outgoing transition probability; Fig 1C lower panel, see Appendix Section 1). The population‐averaged gene expression level is thereby calculated by taking the sum of these values within each SCC, which is weighted by the proportion of subpopulations (the number of unique profiles in each SCC).

**Figure 1:**
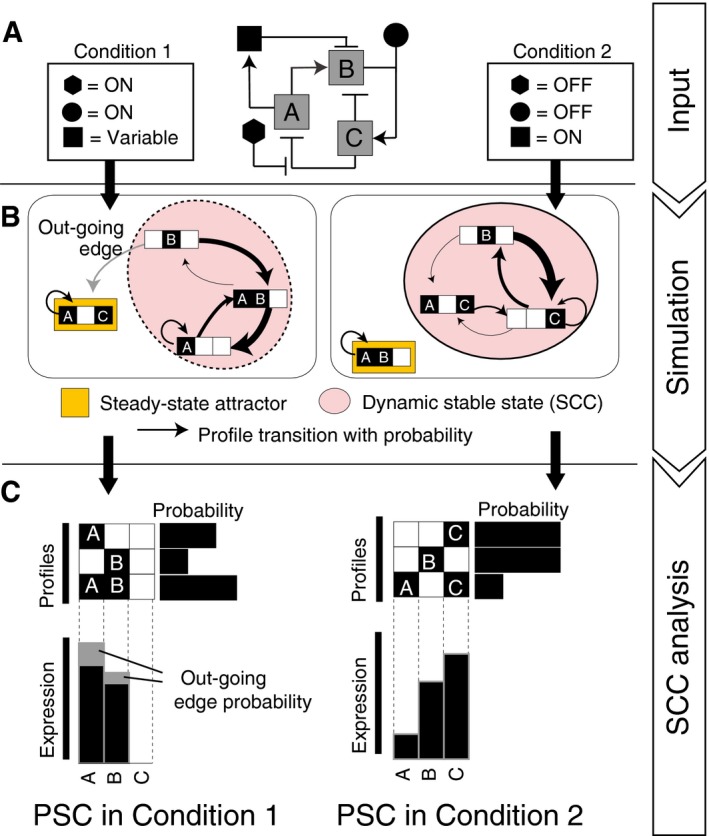
Strategy for modeling and simulation of stabilized PSCs Experimental conditions can be set as simulation inputs by defining the model variables (signal components with black‐filled symbols and genes A, B, and C) as either continuously ON, OFF, or variable.Random ABS generates a directed transition graph where binary gene expression profiles are graph nodes and possible transitions from individual profiles are edges with a certain probability. PSC populations are assumed to be stabilized as a group of heterogeneous profiles, which is defined as an SCC.Weighted, subpopulation‐averaged gene expression and signaling activity of a particular SCC are calculated based on transition probabilities and the binary state of each model component in each heterogeneous profile.

### Mouse ESC‐GRN construction

Next, we applied the proposed simulation framework to mESC‐GRN. To build the model, we first selected 14 pluripotency‐associated genes [Oct4, Sox2, Nanog, Klf4, c‐Myc, Esrrb, Tbx3, Klf2, Gbx2, Jarid2, Mycn, Lrh1, Pecam1, and Rex1(Zfp42)] based on prior knowledge (see Appendix Sections 2 and 3 for details on GRN reconstruction; De Los Angeles *et al*, 2015; Kim *et al*, 2008). We also included key lineage specifiers (Tcf3, Cdx2, Gata6, Gcnf), genes known to drive the exit from pluripotency (Chickarmane & Peterson, 2008; Tam *et al*, 2008). For computational efficiency, we aggregated EpiSC‐enriched transcription factors (TFs)—Fgf5, Eomes, Otx2, and Brachyury (T)—into a single component in the model termed EpiSC‐enriched transcription factors (EpiTFs; Bao *et al*, 2009; Guo *et al*, 2009). We then specified regulatory relationships among the genes by manual curation, including 19 regulations encompassing double‐positive or double‐negative regulatory circuits and known self‐activations for seven genes (Appendix Table S1B). We also introduced Dnmt3b to the model as an epigenetic switch regulator of isoforms of Oct4 (Appendix Section 3‐4).

We next set the key signaling pathways (LIF/pStat3, Wnt/β‐catenin, Bmp4/pSmad1/5/8, Activin A/pSmad2/3, bFGF/pERK, and PI3K) as consequential effects of gene ON/OFF states by extending the gene list to link to signaling activities (Fgf4, Fgfr2, Bmp4, and Activin A/Nodal) by manual curation. For example, to model FGF activity and downstream MEK/ERK activation, we included stimulus sources (bFGF or Fgf4) and receptor availability (Fgfr2) in our GRN. To complete signal pathway integration, we then defined regulatory edges from cytokine/receptor‐level signaling to their downstream effectors and feedback from genes to relevant signaling activities (Fig 2, Table 1, and Appendix Section 3‐3). Importantly, signal activity is not updated asynchronously in our model. Instead, it is calculated at every simulation step based on the ON/OFF states of the genes and their update rules (Appendix Table S2). This simulates signaling events as more rapidly occurring and deterministic than gene regulation.

**Figure 2:**
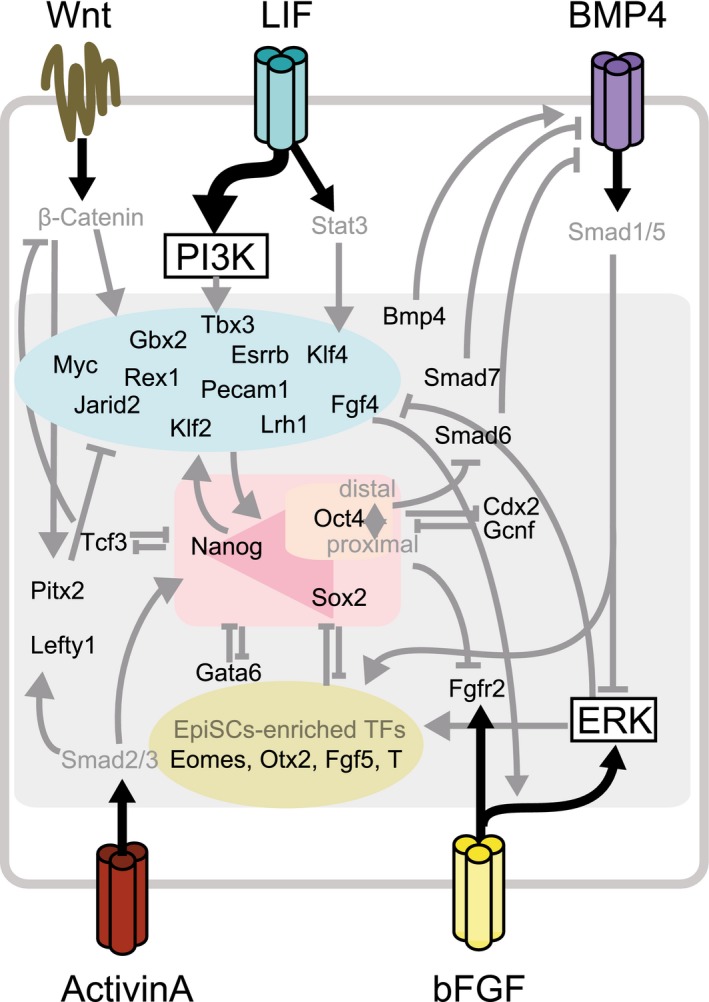
A schematic of the defined PSC gene/signal regulatory network model

**Table 1:** Boolean definition for genes in the model

Gene	Gene category	Boolean definition
Activin A/Nodal	Cytokine	(SignalACT or Oct4) and (not Sox2) and (not Lefty1) and (not Gbx2)
BMP4	Cytokine	SignalBMP or Gbx2 or Tbx3 or Myc
Dnmt3b	Enzyme	(Mycn or Tcf3 or EpiTFs) and not (Cdx2 or Klf4)
EpiTFs	Lineage TF	(SignalBMP or Pitx2 or Dusp6) and (not Cdx2) and not (Klf4 and Sox2)
Esrrb	Pluripotency TF	(Klf4 or Klf2 or Nanog or (SignalWNT and (not Tcf3))) and (not EpiTFs)
Fgfr2	Receptor	((SignalFGF) or Gcnf or Cdx2) and (not Nanog) and (not Oct4)
Gata6	Lineage TF	(Gata6 or SignalERK) and (not Klf2) and (not Nanog) and (not Fgf4)
Gbx2	Pluripotency TF	((SignalWNT and (not Tcf3)) or SignalLIF) and ((Esrrb or Jarid2) and not (Tbx3))
Gcnf	Lineage TF	(Gata6 or Cdx2) and (not EpiTFs)
Jarid2	Pluripotency TF	Klf4 or Oct4
Klf4	Pluripotency TF	(SignalLIF or ((Klf2 or Klf4) and Nanog and Esrrb and (Oct4 and Sox2))) and (not EpiTFs)
Nanog	Pluripotency TF	(Nanog or SignalACT or (Oct4 and Sox2) or Tbx3 or Lrh1 or Klf4) and not (Tcf3 or Gata6)
Oct4	Pluripotency TF	(((Oct4 and Sox2) or Nanog or Klf2 or Klf4) and not (Cdx2 and Oct4) and (not Dnmt3b or Klf2)) or (((Oct4 and Sox2) or Nanog or Lrh1 or Klf2 or Klf4) and (not Gcnf) and (Dnmt3b and (not Klf2)))
Smad6	Signal antagonist	(SignalBMP or Gata6) and (not Oct4)
Smad7	Signal antagonist	(Oct4 or Nanog or Esrrb or Klf4 or Tbx3) and (not Gbx2) and (not Jarid2)
Sox2	Pluripotency TF	Nanog or (Oct4 and Sox2)
Tcf3	Lineage TF	(Nanog or Oct4) and (not SignalWNT)
Cdx2	Lineage TF	(SignalBMP or Cdx2) and not (Cdx2 and Oct4)
Dusp6	TF	SignalERK
Fgf4	Pluripotency TF/Cytokine	Esrrb or Nanog or (SignalWNT and (not Tcf3))
Klf2	Pluripotency TF	((Sox2 and Klf4) or Mycn) and (not Pitx2) and (not Dusp6)
Lefty1	TF	(SignalACT or (SignalWNT(not Tcf3))) or Mycn or (Oct4 and Sox2)) and (not Jarid2) and (not Fgf4)
Lrh1	Pluripotency TF	(Tbx3 or Klf4 or (Oct4 and Sox2)) and (not Tcf3)
Mycn	TF	(Oct4 and Sox2) and (not Nanog)
Pitx2	TF	(SignalACT or (SignalWNT(not Tcf3))) and (not Sox2) and (not Jarid2)
Tbx3	Pluripotency TF	(SignalPI3K or Tbx3) and (Esrrb or Nanog or Klf4) and (not SignalERK) and (not Tcf3)
Myc	Pluripotency TF	((SignalERK or (SignalWNT and (not Tcf3))) or SignalLIF or Gbx2) and (not Nanog)
Pecam1	Pluripotency Marker	(Klf2 or Nanog) and (not EpiTFs)
Rex1	Pluripotency Marker	(Nanog or Sox2 or Lrh1 or Klf2 or Esrrb) and (not EpiTFs)

Previous studies have reverse‐engineered the PSC‐GRN to elucidate critical regulatory relationships (De Cegli *et al*, 2013; Kushwaha *et al*, 2015). To mitigate biases that could arise from manual curation, we expanded the model to include potential gene regulations inferred from publicly available mESC gene expression data. We performed refined graphical Gaussian modeling (GGM; Ma *et al*, 2007) to infer direct connectedness among genes using a collection of 1,295 publicly available microarray expression datasets for mESCs (Appendix Section 2 for the details and the justifications of the method). This resulted in a network of 29 genes including genes which are predicted to be highly correlated with the previously noted core pluripotency genes (Lefty1, Pitx2, Dusp6, Smad6, and Smad7) listed in Table 1. The network included 86 inferred pairwise gene regulatory relationships (Appendix Table S1A). Directionality was determined for 76 of these gene pairs by either experimental evidence or gene function annotation. The directionality for the remaining 10 gene pairs was determined by subsequent model selection based on fitting to reported single‐cell gene expression frequency. Taken together, manual curation supplemented with reverse engineering‐based GRN reconstruction led to an expanded GRN‐signaling hybrid model consisting of 29 genes, 105 regulatory interactions between genes, seven signaling pathway activities, and 24 regulations downstream of the signals (Table 1 and Appendix Table S2).

Boolean logical functions of a target gene define the consequence of the binary states of its regulators with AND, OR, and NOT logic operators. Knowledge of all possible combinations and nesting of the operators significantly increase the number of possible models. Although this extends the capability of the model to describe a variety of regulatory topologies (Dunn *et al*, 2014; Xu *et al*, 2014), our focus was on applying a test model to the R‐ABS/SCC approach to predict the response of PSC‐GRN to a wide range of signaling inputs involving heterogeneity. We used a biologically relevant and widely adopted rule where positive inputs are combined using OR functions and negative inputs are combined using AND functions. This rule states that a target gene will be present when one of its activators is present and concomitantly all of its repressors are absent. Exceptions were made from manual curation for genes whose coded proteins likely make a complex and work synergistically in regulating target gene expression (e.g., Oct4‐Sox2 and Oct4‐Cdx2). This resulted in 27,648 possible models including the unresolved directionalities of the above‐mentioned 10 gene pairs, each of which has a distinct GRN topology. Among these possible models, we selected the top scoring model whose population‐averaged gene expression level minimized Euclidean distance from single‐cell expression data of mESCs (MacArthur *et al*, 2012; Kolodziejczyk *et al*, 2015) in standard culture conditions that contain LIF and fetal bovine serum (LS; Appendix Section 3‐5 and 3‐6). The full representation of the model is shown in Fig EV2, Table 1, and Appendix Table S2.

**Figure EV2:**
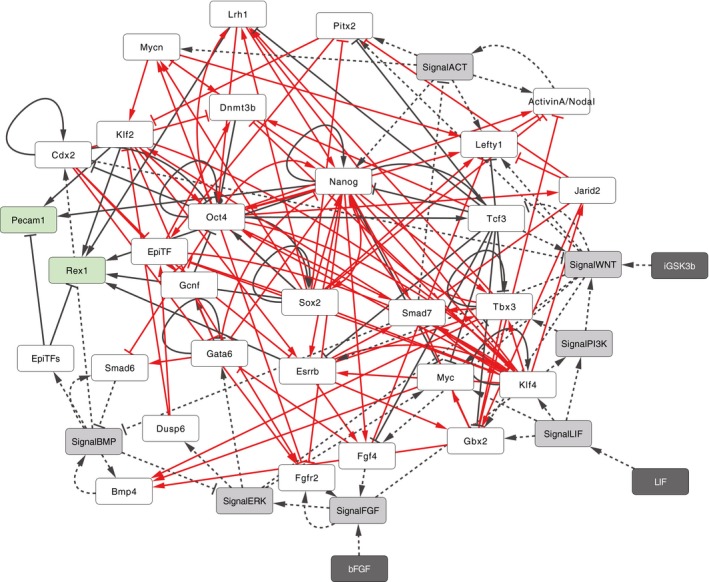
Modeling of mESC‐GRN; related to Fig 2 A network view of the mESC‐GRN model where rectangles indicate model components including genes (white and green white and green for genes with and without outgoing regulatory interactions), signaling activities (gray), and cytokines or small molecules as inputs to control signaling activities (dark gray). Edges between rectangles represent the regulatory relationships between genes (solid lines) and within signaling pathways (dotted lines). The edge color indicates either literature curation‐based (black) or inferred/predicted (red) regulations.

### Model recapitulates distinct PSC states

Using our GRN model and simulation strategy, we assessed the ability to predict PSC responses to different input signals. Mouse ESCs in LIF+serum medium (LS) were simulated by setting LIF as continuously ON and allowing other endogenous signaling to undergo state transitions based on the logic functions comprising the network (Fig 3A). Using the LS input rule, we identified only one SCC which had no outgoing edges. Five distinct steady‐state attractors were also identified in LS conditions. The predicted population‐averaged gene expression levels of pluripotency‐associated transcription factors were comparable with those reported using single‐cell RT–PCR in LS conditions (Fig EV3A). Interestingly, the LS model also predicted that Oct4 was likely to co‐exist with EpiTFs, while Sox2 showed a strong negative correlation to EpiTFs, an observation consistent with previous reports (Hayashi *et al*, 2008; MacArthur *et al*, 2012; Fig EV3B).

**Figure 3:**
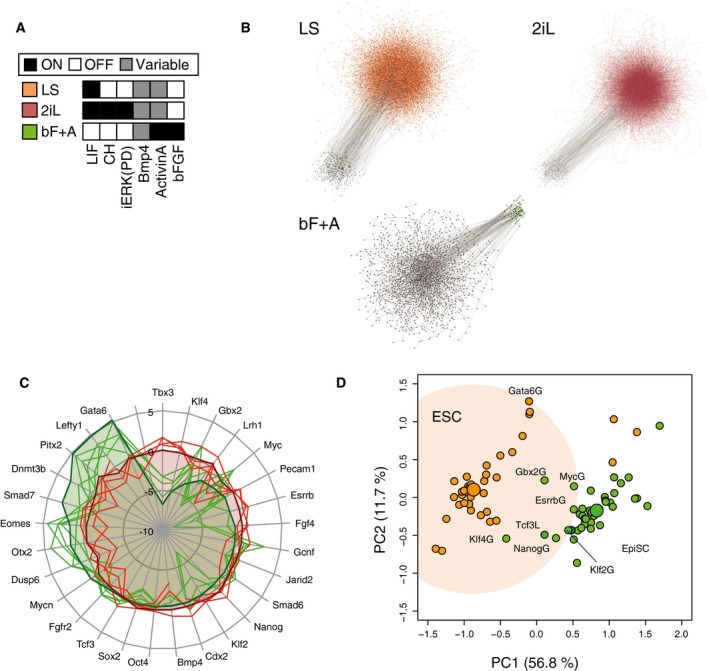
Simulation recapitulates distinct PSC states Simulation inputs for LIF+Serum (LS: orange), 2i+LIF (2iL: red), and bFGF+Activin (bF+A: green) conditions.Condition‐dependent pluripotent cell populations correspond to strongly connected components (SCCs) in the state transition graphs of asynchronously updated Boolean models. Gray dots represent unique profiles, and edges represent state transitions among the profiles. Colored edges indicate the transitions within population‐specific SCCs. The number of simulations and the number of steps in each simulation were 300‐100, 300‐100, 300‐300 for LS, 2iL, and bF+A condition, respectively.Pinwheel diagram of relative population‐averaged expression levels in predicted states (shaded area) under different input conditions (red—mESC conditions, green—EpiSC conditions) recapitulates experimental gene expression data (solid lines) from microarray and RNA‐seq studies.
*In silico* single gene GOF/LOF analysis of mESCs and EpiSCs was performed by fixing each gene in the GRN as ON or OFF, in either mESC (LS—orange) or EpiSC (bF+A—green) conditions. The calculated gene expression levels following each manipulation were mapped onto principle component analysis (PCA) metrics. The individual gene perturbations that resulted in the changing of overall gene expression of EpiSCs to a more mESC‐like one (green dots in orange shaded space) were predicted candidates for driving reversion from EpiSCs to mESCs.

**Figure EV3:**
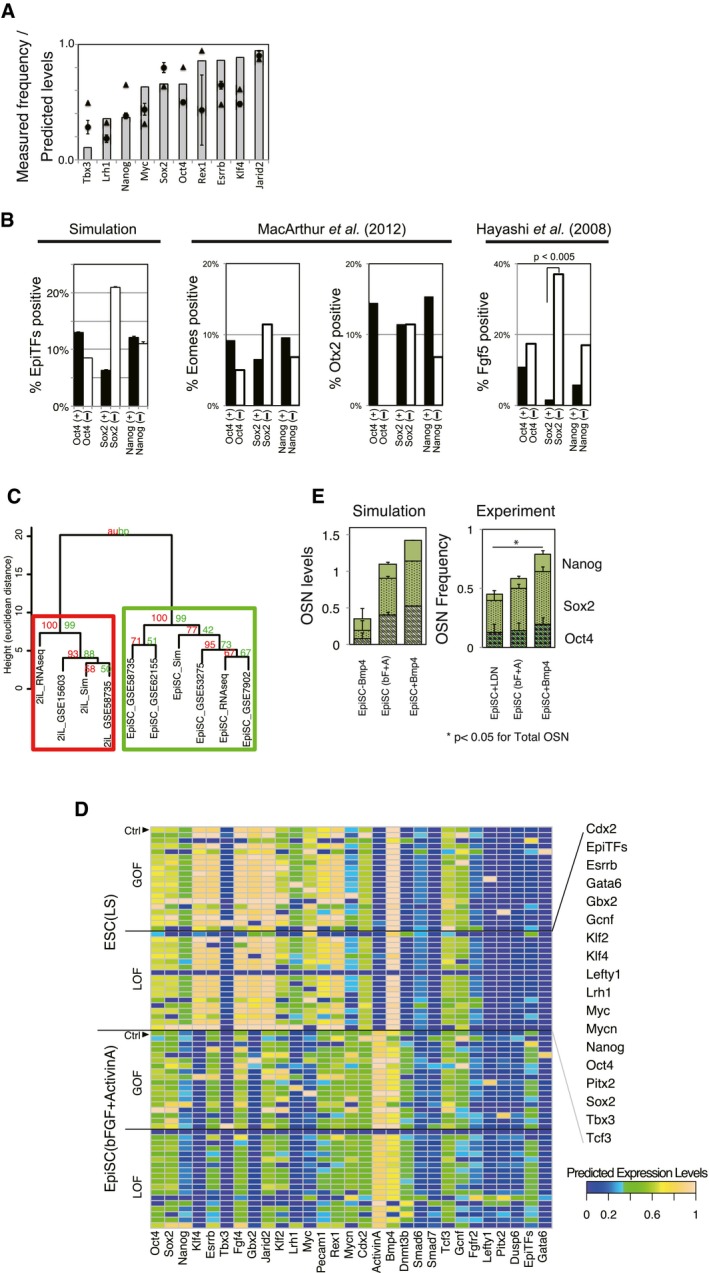
Comparison of predicted and experimentally observed data on gene expression patterns in distinct PSCs; related to Fig 3 Predicted population‐averaged expression level (mean of five independent simulations) for each pluripotency‐associated gene in the control LS condition is comparable to the frequency of gene‐expressing cells from the reported single‐cell measurements using RNA‐seq (triangle; Kolodziejczyk *et al*, 2015) and fluidigm‐qPCR (circle; MacArthur *et al*, 2012). The gene expression levels were binarized into ON or OFF for each single cell to calculate frequencies. The error bars for the simulation resutls represent s.d. of five independent simulations, whereas those for the single‐cell RNA‐seq data represent s.d. of two replicates.Comparison of predicted co‐expressions of epiblast‐specific genes (EpiTFs—Eomes, Otx2, and Fgf5) with O/S/N and those measured by qPCR‐based single‐cell mRNA data. Oct4 and Nanog are likely to be co‐expressed with EpiTFs, whereas Sox2 is not, as it shows a negative correlation with EpiTFs (i.e., EpiTF expression in Sox2—cells is higher) in both our simulation and in published, single‐cell expression data (Hayashi *et al*, 2008; MacArthur *et al*, 2012). *P*‐value was calculated by Fisher's exact test. The error bars represent s.d. of five independent simulations.Simulation of distinct PSCs recapitulates population‐level gene expression measurements. All expression data are scaled relative to respective gene expression in control LS conditions. The hierarchical clustering with AU (approximately unbiased) *P*‐value and BP (bootstrap probability) value based on multiscale bootstrap resampling was carried out with the pvclust package in R. The results are displayed in the pinwheel view in Fig 3C, where upper and lower limits are set to +5 and −10, respectively, in the simulation to avoid singularities caused by null expression. The experimental data were taken from indicated GEO entries, and RNA‐seq data for EpiSCs were kindly provided by Dr. Ronald Mckay. Cell lines used are 129 (GSE15603 and GSE62155), J1 (GSE58735), ESF175/1, ESF58/2, ESF122 (GSE7902) cell lines, or mESCs were derived from C57BL/6J strain blastocysts (GSE53275).
*In silico* GOF/LOF study in EpiSC (bF+A) or mESC (LS) conditions. All SCCs above ten profiles and sustainability > 0.7 are shown, and the gene expression levels of each component in each SCC are color‐coded between blue (0.0) to yellow (1.0). The population‐averaged expression levels based on the GOF/LOF results were shown in the PCA metrics in Fig 3D.Predictions (left) and measurements (right) of population‐averaged expression levels of OSN in EpiSC conditions (bF+A) increased in response to extrinsic manipulation of BMP4. BMP4 was set as continuous‐ON (EpiSC + BMP4) and random (EpiSC). The frequencies reported for Oct4, Sox2, and Nanog‐positive cells, assessed by Cellomics high content screening, represent the mean and s.d. of four replicates. Asterisk indicates the significant difference (*P* < 0.05 unpaired, two‐sided *t*‐test for total OSN). The error bars for the simulation results represent s.d. of five independent simulations. Source data are available online for this figure.

To demonstrate the ability to predict alternate PSC states in response to changes in input signaling, we next performed simulations for EpiSCs (Brons *et al*, 2007; Tesar *et al*, 2007) and naïve mESCs (Ying *et al*, 2008) by changing only the input from LS to bFGF+Activin A (bF+A) or to LIF combined with inhibition of MEK and GSK3β (2iL), respectively (Fig 3A). Simulations of both bF+A and 2iL conditions yielded only one PSC‐associated SCC (Fig 3B; see Materials and Methods and Appendix Section 5 for details). Notably, despite the fact that EpiSC gene expression data were not used to construct our generic PSC network, the bF+A simulation predicted expression levels unlike those of mESCs in LS but closely resembling experimental observations for the EpiSC state (Figs 3C and EV3C). Meanwhile, simulations of the 2iL condition did not show significant differences in expression compared to the LS condition, including expression of major pluripotency‐supporting factors (Marks *et al*, 2012). This is consistent with the biological observation that LIF is sufficient to maintain mESC‐specific gene expression patterns (Smith *et al*, 1988). These data demonstrate that changing model inputs can drive GRN states to those observed in population‐level *in vitro* experiments.

We next asked whether direct manipulation of the GRN nodes would lead to shifts between PSC states. This was done by setting individual genes ON (gain of function; GOF) or OFF (LOF), permanently, regardless of their effector states. These simulations predicted Klf4, Nanog, Esrrb, Myc, and Gbx2 as drivers of EpiSC to ESC transition, and Tcf3 to be an inhibitor (Figs 3D and EV3D). These *de novo* results are consistent with previous experimental observations (Guo *et al*, 2009; Hanna *et al*, 2009; Bernemann *et al*, 2011; Festuccia *et al*, 2012; Martello *et al*, 2012; Tai & Ying, 2013; Joo *et al*, 2014). The model also predicted that activating BMP4 while in bF+A conditions (i.e., EpiSC GRN) buoyed Oct4, Sox2, and Nanog (OSN) levels (Fig EV3E), an observation that may explain the positive role of BMP4 in early stages of EpiSC reversion (Bernemann *et al*, 2011). Taken together, these findings demonstrate that our model can be used to predict how manipulating both extrinsic signals and/or endogenous GRN components yields gene regulator network topographies associate with distinct PSC states.

### LIF stabilizes pluripotency while 2i up‐regulates OSN

The medium conditions LIF+serum (LS), 2i+LIF (2iL), and 2i without LIF are all sufficient to support stable PSCs (Nichols *et al*, 2009; Wray *et al*, 2011; Martello *et al*, 2012; Yeo *et al*, 2014) and their GRNs (Nichols *et al*, 2009; Dunn *et al*, 2014). Yet, clear morphological and phenotypic differences exist between cells cultured in baseline LS versus those supplemented with 2i (Fig 4A). Therefore, we searched for quantitative metrics from our Boolean GRN simulation approach that could explain this observation. We mathematically defined three metrics: “*pluripotency*”, “*susceptibility*”, and “*sustainability*” (Fig 4B and Appendix Section 4) as follows. *Pluripotency* is the population‐averaged OSN expression level (sum of Oct4, Sox2, and Nanog levels). *Sustainability* is a score that reflects stability of an SCC in the absence of further perturbation. *Susceptibility* quantifies the difference between an unperturbed SCC and an SCC with a perturbation of a GRN component (see “Calculation of population properties based on SCC” section in Materials and Methods for full formulations). These metrics facilitated quantitative comparisons of GRN properties in the context of dynamically stabilized cell states.

**Figure 4:**
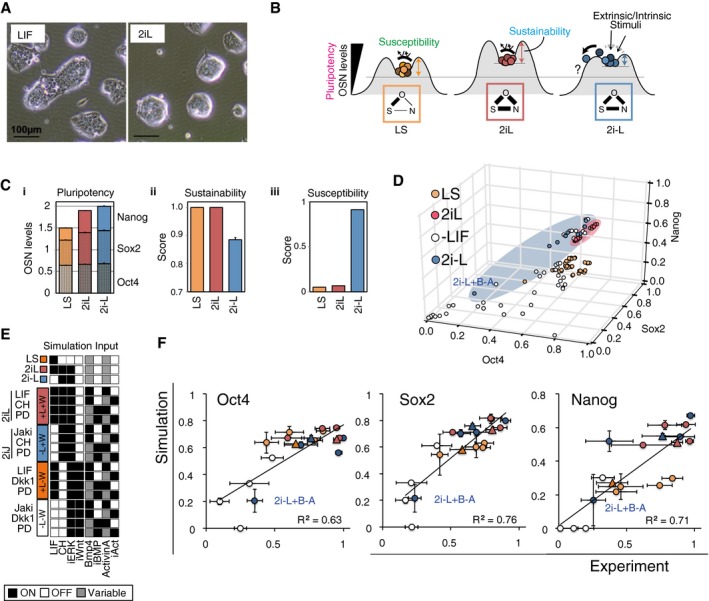
Dual inhibition (2i) supports the pluripotency core network (OSN), while LIF stabilizes PSCs Representative bright‐field microscope images of mESC colonies in LIF and 2iL conditions with serum. The 2i condition consists of CHIR99021(CH) and PD0325901(PD).Schematic illustration of the PSC metrics. The frequency of OSN‐high cells reflects the population‐level pluripotentiality. Sustainability reflects the intrinsic network stability during maintenance of the PSC state in the absence of extrinsic stimuli. Susceptibility measures the change of expression profiles to perturbations such as gene manipulations and signaling inputs and predicts the chance of PSC fate change. The link width among OSN in each condition represents the Pearson's correlations among OSN.(i) Pluripotency level (OSN expression) of each PSC‐associated SCC. (ii) Sustainability scores for each PSC‐associated SCC. (iii) Susceptibility of gene expression profiles against minimal perturbation to GRN topology was assessed *in silico* by measuring the change of variance in all genes. The error bars represent s.d. of five independent simulations.Predicted population‐averaged gene expression levels of OSN in SCCs from all possible combinations of signal inputs (white—without LIF, orange—with LIF, red—with 2iL, and blue—with 2i−L).Four signaling pathways are manipulated in 16 conditions that are divided into four groups based on LIF and Wnt signal manipulations: +L+W (red, 2iL), −L+W (blue, 2iJ), +L−W (orange), and −L−W (white). Note that 2i+JAKi (2iJ) is the *in vitro* counterpart to the *in silico* 2i−L.High content screening results of gene‐expressing cell frequency (*x*‐axis) and predicted population‐averaged expression levels (*y*‐axis) of OSN. Each condition is tested under activated and repressed Activin A/Nodal and BMP signals by addition of cytokines or inhibitors (±A±B). The symbol + indicates the addition of cytokines or small molecules that results in activation of the signaling pathway, and the symbol − indicates the addition of inhibitors to pathway activity. Circles are 16 combinatorial signal conditions, and triangles are the three control PSC conditions and are colorized using the same scheme outlined in (E). Experimental data are represented as mean and s.d. of three experiments, each performed in two replicates, and simulation data represent five independent simulations. Source data are available online for this figure.

Computationally, the SCCs identified in the 2iL and 2i−L (i.e., 2i *minus* L, i.e., LIF input was set as OFF) conditions had a higher *pluripotency* score than the SCCs identified in the LS condition (Fig 4C‐i). This prediction was validated *in vitro* with immunocytochemistry for OCT4, SOX2, and NANOG (Fig EV4A) and is consistent with data from previous reports (Kolodziejczyk *et al*, 2014). Pairs of individual OSN components were more strongly correlated in 2i‐containing conditions than LS (Fig EV4B), indicating higher self‐sustenance and homogeneity of the core network.

**Figure EV4:**
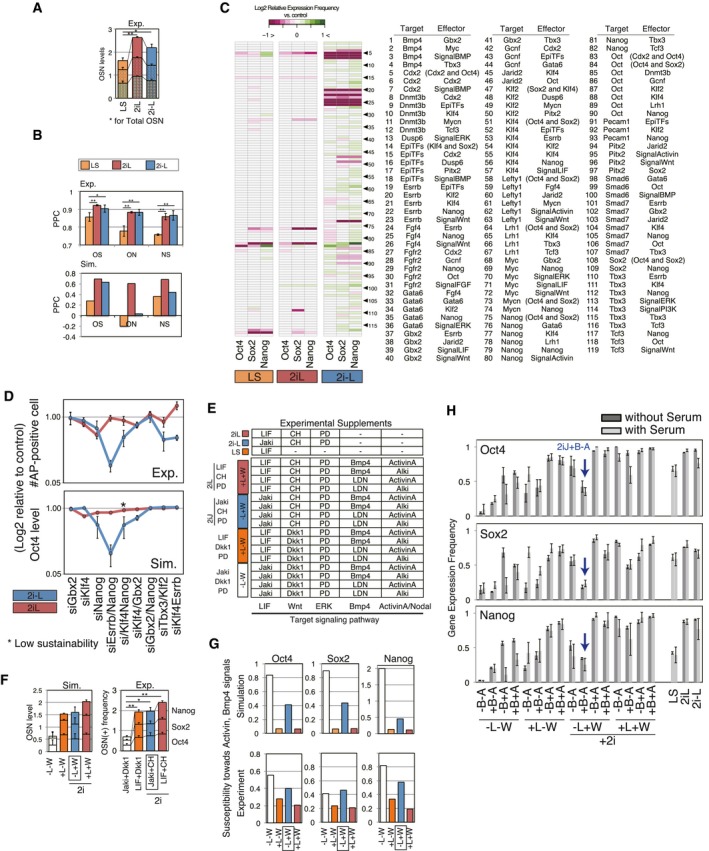
LIF stabilizes the pluripotent population while 2i up‐regulates OSN; related to Fig 4 Summation of frequencies (0–1) of O/S/N‐positive cells assessed by high content screening at 2 days after medium replacement (*n* = 6 for Oct4 and Sox2, *n* = 4 for Nanog; the error bars represent s.d.). Asterisk indicates the significant difference for total OSN assessed by unpaired, two‐sided student *t*‐test (**P < 0.05, *P < 0.1).Upper panel: A measure of Pearson's correlation (PCC) for OSN in 2i‐supplemented conditions, quantified using high content screening (*n* = 6 for Oct4 and Sox2, *n* = 4 for Nanog; the error bars represent s.d.). Lower panel: A measure of PCC for OSN in the results of a minimal perturbation‐sensitivity analysis described in (C). The significance was assessed by Wilcoxon exact rank test (*P < 0.05, **P < 0.01).The results of minimal perturbation‐sensitivity analysis of the model where the model network was perturbed by removing single regulatory edges. Purple indicates down‐regulation of the genes by removing the regulatory edge, which means the regulation had a positive role on the expression level of O/S/N, while green indicates the reverse. Note that the results shown are the effects of regulatory edge removal: the removal of inhibitory regulation from Cdx2 to Oct4 increases Oct4, which means that the regulation edge acts as a negative effector for Oct4 level.The difference in PSC population stability between 2iL and 2i−L conditions was assessed via published single gene LOF and double genes LOF *in vitro* (Dunn *et al*, 2014; EXP) and *in silico* (SIM). The upper panel depicts the experimental results for the relative count of alkaline phosphatase (AP) positive cells to untreated colonies upon gene manipulations. The simulation data (lower panel) shows population‐averaged expression level of Oct4 relative to controls (2iL and 2i−L) where the manipulated gene was set as continuously OFF. Blue nodes indicate the response in 2i−L, while red nodes indicate those in 2iL (*n* = 5 for simulation and *n* = 3–5 for experimental).The experimental inputs (additives of the conditions) corresponding to the simulation inputs shown in Fig 4E. Abbreviations used are as follows: Jaki for Janus kinase (JAK) inhibitor, Dkk1 for Dickkopf1, and Alki for chemical inhibitor selective for Activin receptor‐like kinase (ALK) 4/5/7.Predicted levels (left) and measured gene‐expressing cell frequencies (right) of O/S/N for each condition group (L, LIF; W, WNT). The average value of four distinct signal conditions (±BMP±Activin/Nodal) in each group for each gene was calculated and summed up into an OSN score (*n* = 6 for Oct4 and Sox2, *n* = 4 for Nanog; the error bars represent s.d.). Asterisk indicates the significant difference for total OSN assessed by Wilcoxon exact rank test (**P < 0.05, *P < 0.1).Susceptibility of O/S/N expression levels of PSCs to Activin and BMP signal perturbations was predicted (upper panel) and measured (lower panel). Standard deviation per mean of predicted expression levels or gene‐expressing frequencies from immunostaining was calculated as a coefficient of variation for each group (±LIF±WNT) including four distinct signal conditions (±BMP±Activin/Nodal).Frequencies of O/S/N‐expressing cells in the 19 combinatorial signal conditions with and without serum assessed by immunostaining (*n* = 2). Most conditions were equivalent except for −L–W−B+A and +L−W−B−A. The notable down‐regulation of OSN in −L+W+B−A (=2iJ+B−A) was seen in both with‐ and without‐serum conditions. The error bars represent s.d. of five independent simulations. Source data are available online for this figure.

Upon examining *sustainability,* our simulation scored the 2i−L model lower than the 2iL and LS models (Fig 4C‐ii). As the sustainability score reflects the ability of a subpopulation in a given condition to maintain itself over time, the prediction infers that the presence of LIF raises the intrinsic stability of the subpopulation. This is consistent with previous observations that LIF does not affect the pluripotency of mESCs in 2i‐supplemented conditions, but enhances colony‐forming efficiency (Wray *et al*, 2010; Martello *et al*, 2013).

Finally, to measure the *susceptibility* metric upon perturbations to GRN topology *in silico*, we removed individual regulatory relationships from the original model and quantified the resulting change in the population‐averaged expression profile. This analysis demonstrated that the GRN in 2i−L was more susceptible to perturbations to GRN topology than in conditions containing LIF (Figs 4C‐iii and EV4C). For example, removal of the positive regulatory link from Nanog to Esrrb decreased OSN expression levels in 2i−L but not in LS and 2iL. This indicates that this link lacks the inherent redundancy to sustain OSN levels in the absence of LIF signaling. This finding confirmed the results from Dunn *et al* (2014) that dual LOF of Nanog and Esrrb results in significant loss of pluripotency in 2i−L but not in 2Il. Additionally, our model recapitulated the outcomes of the single‐ and double‐gene LOF studies presented in their report (Dunn *et al*, 2014). Taken together, our simulations suggest that 2i drives PSCs into a naïve state expressing homogeneous levels of OSN, in part by supporting the OSN subnetwork. Furthermore, the addition of LIF to 2i increases sustainability and decreases susceptibility of the overall GRN to perturbations which, potentially by functional redundancy or additive effects (Martello *et al*, 2013; Fig 4B), are predicted to create barriers to the exit from pluripotency.

Based on our quantitative metric‐based analysis, we next hypothesized the pluripotency GRN supported by different input conditions (2iL and 2i−L) would be differentially susceptible to exogenous molecular perturbations. Indeed, simulation of all possible signal inputs (Fig 4D) predicted that although 2i‐containing conditions (red and blue) give higher overall OSN expression levels than +LIF (orange) or −LIF (black) conditions without 2i, the 2i−L condition has a higher variance of OSN levels (*F* = 0.064, *P*‐val = 8.0e‐4; *F* = 0.011, *P*‐val = 2.2e‐4; *F* = 0.136, *P*‐val = 1.1e‐2 for Oct4, Sox2, and Nanog, respectively). Notably, OSN levels were predicted to decrease in the 2i−L condition only when combined with high BMP4 and low Activin A/Nodal (2i−L+B−A). To test these predictions, we measured core pluripotency GRN responses to combinations of four signaling inputs (LIF, BMP, WNT, and Activin A/Nodal), both *in silico* (Fig 4E) and *in vitro* (Fig EV4E). To fully recapitulate simulation inputs, all signals that were turned OFF were validated with a corresponding small molecule inhibitor as listed in Appendix Table S4 [e.g., −L in simulations = Janus kinase (JAK) inhibitor; JAKi (J) in experiments]. Because LIF and WNT contribute to the maintenance of naïve mouse pluripotency (Smith *et al*, 1988; ten Berge *et al*, 2011), we categorized each condition by the presence or absence of LIF and WNT signaling. Conversely, OSN levels were high for conditions containing LIF or WNT, both in simulated and *in vitro* conditions (Fig EV4F). One notable exception where OSN levels were low even in the presence of WNT was the 2iJ+B−A condition which is supplemented with BMP4 and ALKi, the inhibitor for Activin signaling receptor (Activin receptor‐like kinase 4/5/7, ALK4/5/7). Importantly, there was a high degree of correlation in OSN levels between *in silico* simulations and *in vitro* validations for all conditions tested (Fig 4F). In conditions without LIF and with high WNT signaling (2iJ), OSN levels were sustained as high as the conditions with LIF and with low WNT signaling (Fig EV4G). Interestingly, however, susceptibility of 2iJ conditions to perturbation by BMP and Activin signaling increased (Fig EV4G, blue bars). These observations were conserved regardless of the presence of serum (Fig EV4H). Overall, these studies demonstrate that pluripotent cell states maintained under different input signaling conditions are differentially susceptible to destabilization of the pluripotency GRN, with the 2iJ conditions being particularly sensitive to perturbation. Note that a control consensus interactions‐only model which excludes the 10 predicted interactions but includes those validated from literature or ChIP‐based genome interaction studies did not accurately predict the OSN levels in the various signal combinations in Fig 4F (Appendix Section 5‐4).

### More permissive loss of pluripotency from 2i in the absence of LIF

We next set out to characterize the exit of PSCs from pluripotency using the susceptible 2iJ‐induced state. We first confirmed that mRNA levels of OSN are decreased in 2iJ+B−A (2i‐L+B−A *in silico*) after 2 days of culture in the respective conditions (Fig 5A). Furthermore, we found that the population‐averaged gene expression levels of genes typically scored as extraembryonic lineage specifiers (Cdx2 and Gata6) were significantly higher in the 2iJ+B−A condition versus control conditions (2iL or 2iJ/2i−L) both in simulations and in qRT–PCR experiments (Fig 5A). Furthermore, deletion of any combination of two genes from the pluripotency supportive genes (Esrrb, Gbx2, Klf2, and Jarid2) in the model failed to predict the up‐regulation of Cdx2 in the 2i−L+B−A condition. Differentiation of naïve mESCs to trophoblast stem (TS) cell‐like cells occurs upon the forced expression of the trophoblast master regulator Cdx2, through the addition of medium components (Niwa *et al*, 2005; Hayashi *et al*, 2010). Moreover, apparent totipotency from mESCs derived in 2i (Morgani *et al*, 2013) has been reported, and BMP signal activation helps drive trophoblast gene expression from mouse and human primed PSCs (Brons *et al*, 2007; Vallier *et al*, 2009; Bernardo *et al*, 2011). We thus asked whether we could use our increased understanding of pluripotent cell state susceptibility to specifically direct the exit from pluripotency and access gene expression profiles normally reticent to differentiation from mESCs.

**Figure 5:**
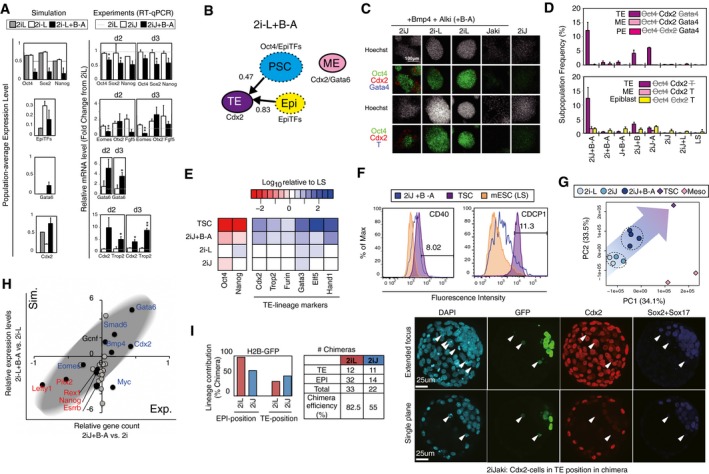
A culture‐induced TE‐like subpopulation Predicted population‐level gene expression levels (left panel) and qRT–PCR‐measured relative expressions (right panel; shown in fold‐change from the levels of 2iL) of OSN and lineage markers. Data represent the mean and s.e.m. of three or four biological replicates, the differences between 2iJ and 2iJ+B were examined using a two‐tailed unpaired Student's *t*‐test, and asterisks indicate *P <* *0.1 and **P <* *0.05.
*In silico* subpopulation analysis via threshold‐based characterization for individual SCCs under the input condition of 2i−L+B−A. Stable grouped profiles enriched as either PSC, TE, ME, PE, or epiblast‐like subpopulations were traced in color‐coded circles. The circles with solid line indicate SCCs with no outgoing edges (sustainability score = 1.0), and those with dashed line indicate SCCs with lower sustainability.Confocal images of immunostaining of mESCs for Oct4/Cdx2/Gata4 (top) or Oct4/Cdx2/Brachyury (T) (bottom panels) cultured in the given conditions for 2 days.Quantification of frequency of subpopulations that exhibit features of differentiation lineages. Data are means and the error bars represent s.d. of three replicates, and the results were confirmed in two independent studies.Comparison pluripotency and extended TE‐lineage gene expression levels in various conditions. Data represent the mean of three replicates.Flow cytometry histograms showing fluorescence intensity of CDCP1 and CD40 in individual samples of mESC in LS, TS, and mESCs cultured in 2iJ+B−A for 2 days. Percentage listed is that of positive cells in the 2iJ+B−A condition.PCA plot of RNA‐seq data for the top 40% of genes that show highest variance across all samples. Distinct cell types and conditions are indicated with different colors. Circles include day 2 and day 5 samples for 2i−L and 2iJ conditions, and 2 day two samples, day 5 and 11 for 2iJ+B−A condition. Diamonds indicate stable cell type no culture time defined. Meso indicates mesoderm progenitors.Comparison of predicted gene expression levels and RNA‐seq‐measured gene counts in 2iJ+B−A relative to 2iJ (equivalent to 2i−L in simulation) for 29 genes involved in the model. The experimental mean relative gene expressions of day 2 samples for the two conditions and the mean relative predicted levels are shown. Black dots indicate genes significantly up‐ or down‐regulated (*P* < 0.05) in three 2iJ+B−A‐treated samples compared with two 2iJ‐treated samples. Genes in blue are up‐regulated in TSC, and those in red are down‐regulated in TSC compared with 2iJ‐treated samples.Left panel: *In vivo* lineage contribution frequency and chimera efficiency of H2B‐GFP mESCs treated with either 2iL or 2iJ in the presence of serum. Lineage contribution efficiencies were calculated as number of chimeras with cells in epiblast (EPI) or TE positions/total number of chimeras. Note that cells scored as “TE position” did not express TE marker Cdx2. Chimera forming efficiency was calculated as number of chimeras/number of total aggregates made. Right panel: Representative images of aggregation chimeras at E4.5. We observed a number of cells in TE positions in chimeras. The appearance of these cells ranged from viable to apoptotic; however, none expressed Cdx2 and thus were not considered as viable, integrated contributions to the TE lineage. The arrowheads indicate the Cdx2‐cells in TE position in chimera. Source data are available online for this figure.

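Of the RNA‐seq samples behind the PCA, 4 were analysed here, with 1 sample per condition and no replicates. They were R1 mESCs, a mouse embryonic stem cell line, cultured for 2 days in 2i−L, 2iJ or 2iJ+B−A, and TSCs of the F4 line. 2i−L medium held the GSK3 inhibitor CHIR99021 at 3 µM and the MEK inhibitor PD0325901 at 1 µM, without LIF. In 2iJ, a JAK inhibitor was present at 2 µM. In 2iJ+B−A, BMP4 at 10 ng/ml and an ALK5 inhibitor at 10 µM, which blocks Activin signaling, were added to 2iJ. The sample label gives day 2 for the TSCs as well, whereas the paper defines no culture time for them. The later time points, the further day 2 samples and the mesoderm progenitors are not in the files analysed here. The authors trimmed the paired reads, mapped them with STAR to the NCBIM37 mouse genome and deposited the number of read pairs counted on each of 37620 Ensembl genes, without normalization. The paper adjusted for batch effects with ComBat, and the deposited whole‐number counts do not include that step. Counts on the strand of a reverse‐stranded library were used, which were 29.1 to 32.11 times those on the opposite strand. They came to 34312578 read pairs in 2i−L, 35015058 in 2iJ, 36964392 in 2iJ+B−A and 33913984 in TSCs. At this depth, 3 counts on a gene, taken as the smallest detectable signal, correspond to between 0.07986 and 0.09021 CPM, the usual unit of counts relative to the normalized library size.

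Counts were scaled by edgeR's TMM factors, which ranged from 0.969 to 1.035, and 14263 genes with at least 1 CPM in at least 1 sample were compared. Log2 ratios were taken after adding 0.5 CPM. Each gene was tested with an exact binomial test of its counts in both samples, with Benjamini–Hochberg adjustment across genes, and was counted as changed at an adjusted p under 0.05 with a log2 ratio of at least 1 in size. This test covers the noise of counting only. No difference below has a replicate check, because variation between cultures cannot be measured with 1 sample per condition. Between 2iJ and 2i−L, 175 genes were up‐regulated and 131 down‐regulated in 2iJ. Between 2iJ+B−A and 2iJ, 828 genes were up‐regulated and 452 down‐regulated in 2iJ+B−A. TSCs had 2774 up‐regulated and 2510 down‐regulated genes compared with 2iJ. When edgeR's exact test replaced the counting test, the counts depended on the assumed biological coefficient of variation. At 0.4, the genes changed between 2iJ+B−A and 2iJ dropped to 26 up‐regulated and 13 down‐regulated, and none passed between 2iJ and 2i−L. At 0.2, 636 were up‐regulated and 327 down‐regulated between 2iJ+B−A and 2iJ. These counts stayed at 828 and 452 at 0.1, and at 0.1604, the value from taking 2i−L and 2iJ as one group.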

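Of 11 genes labelled in Fig 5H, 6 were up‐regulated and 5 down‐regulated in the 2iJ+B−A sample compared with the 2iJ sample (no replicates). All 11 passed the exact binomial test, which covers counting noise only. Cdx2 (ENSMUSG00000029646, on chromosome 5 from 148112381 to 148118846 of NCBIM37) was at 6.698 CPM in 2iJ and 33.62 CPM in 2iJ+B−A, a log2 ratio of 2.245 (95% Clopper–Pearson interval 2.053 to 2.44; adjusted p = 1.63e-151, exact binomial test). Gata6 (ENSMUSG00000005836, on chromosome 18 from 11052508 to 11085633) had the largest increase, from 0.7572 to 6.974 CPM, with a log2 ratio of 2.572 (interval 2.177 to 2.944). Log2 ratios were 1.935 for Smad6, 1.594 for Bmp4, 1.519 for Myc and 0.354 for Gcnf (Nr6a1). Lefty1 (ENSMUSG00000038793, on chromosome 1 from 182865153 to 182868531) had the largest decrease, from 4387 counts in 2iJ to 14 counts in 2iJ+B−A, a log2 ratio of −7.199 (interval −7.512 to −6.83). Eomes had a log2 ratio of −1.783. The remaining decreases were smaller, with log2 ratios of −0.658 for Nanog, −0.655 for Esrrb and −0.284 for Rex1 (Zfp42). The values of Lefty1, Nanog, Esrrb and Zfp42 are uncertain, because over 40% of each transcript also matched another place in the genome, where reads could have been split or left uncounted. The match was closest for Nanog (97.4% identical bases) and Lefty1 (91.4%), and looser for Zfp42 (75.4%) and Esrrb (73.6%). In an alternative added after seeing the data, edgeR's exact test used the dispersion obtained by taking 2i−L and 2iJ as one group, a biological coefficient of variation of 0.1604. Under it, 7 of the 11 genes kept an adjusted p under 0.05, and Nanog (0.259), Esrrb (0.263), Zfp42 (0.867) and Nr6a1 (0.762) did not. With the 2i−L sample as the reference, the log2 ratio of Cdx2 moved most among the 11, to 3.453. The paper compares 3 2iJ+B−A samples with 2 2iJ samples for these genes, of which 1 of each was analysed here.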

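In the TSC sample, 10 genes that Fig 5H draws in blue or red all differed from the 2iJ sample in the direction of their color (no replicates). The 6 genes in blue had log2 ratios of TSC to 2iJ from 1.799 for Gata6 to 4.007 for Eomes. Cdx2 was at 45.06 CPM in TSCs, a log2 ratio of 2.662 (95% Clopper–Pearson interval 2.473 to 2.854). Smad6 had a log2 ratio of 3.579, Myc of 3.525 and Bmp4 of 2.124. The 4 genes in red had log2 ratios from −7.798 for Nanog to −0.943 for Esrrb. Nanog was at 700.3 CPM in 2iJ and 2.649 CPM in TSCs, and Lefty1 at 127.8 and 0.4273 CPM. Eomes moved in opposite directions in the pair of comparisons, with a log2 ratio of −1.783 in 2iJ+B−A and 4.007 in TSCs. The log2 ratio of Cdx2 shifted furthest, to 3.87, with 2i−L in place of 2iJ as the reference. None of these directions changed under any alternative.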

Taking advantage of our framework's capacity to predict differentiation trajectories upon exit from pluripotency, we scored individual SCCs and steady‐state attractors as candidates for lineage bias based on both high expression of lineage markers and low expression of Oct4. We considered the lineage markers Cdx2 (trophectoderm‐associated—TE), Gata4/6 (mesendoderm‐associated—ME or primitive endoderm‐associated—PE), and EpiTF genes (post‐implantation epiblast; Figs 5B and EV5A).

**Figure EV5:**
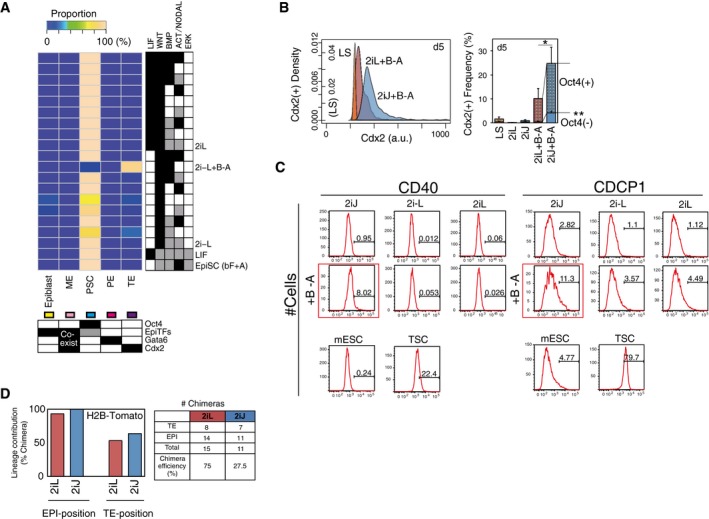
*In silico* subpopulation analysis reveals mESCs exit pluripotency toward TE‐like lineage in 2iJ+B−A condition; related to Fig 5 *In silico* subpopulation analysis of possible signaling input combinations with 2iL and 2i−L. The threshold values for predicted expression levels of lineage specifiers in each SCC are set as follows: Oct4 = 0.3, EpiTFs = 0.2, and Gata6 = 0.5 and Cdx2 = 0.7.Frequency of Cdx2^+^ population including TE‐like subpopulation (Cdx2^+^/Oct4^−^) after 5 days in culture measured by immunostaining. Data represent the means and the error bars represent s.d. of six replicates consisting of two biological replicates with three technical replicates in each. The representative density plot of immunostaining of Cdx2 on day 5 is shown in the left panel. The significance was assessed by Wilcoxon exact rank test (*P < 0.05, **P < 0.0005) for the frequencies of total Cdx2^+^ and Cdx2^+^Oct4^−^ comparing 2iL+B−A and 2iJ+B−A.Histograms for expression of TE‐enriched cell surface markers, CD40 and CDCP1. Shown are mESCs treated in 2iJ (1^st^ column), 2i−L (2^nd^ column), or 2iL (3^rd^ column), in unsupplemented medium (1^st^ row) or BMP4 and ALKi supplemented medium (+B−A; 2^nd^ row). Control mESCs (kept in control LS) and TSCs are shown at the bottom.
*In vivo* lineage contribution frequency and chimera efficiency of H2B‐Tomato ESCs (Morgani *et al*, 2013) treated with either 2iL or 2iJ in the presence of serum. Source data are available online for this figure.

To explore conditions predicted to induce TE‐associated genes, we measured Cdx2 protein expression. As Cdx2 can also emerge during primitive streak development (Bernardo *et al*, 2011), we also co‐stained with Oct4 and lineage markers Gata4 (endoderm) and Brachyury (mesoderm; Fig 4C). There was a marked increase in the Cdx2 single‐positive subpopulation in 2iJ+B−A, but not in the conditions lacking 2i, Jaki, BMP4, or ALKi (Fig 5D). The robust contribution of 2iJ+B−A toward a Cdx2‐high state over time was confirmed by the frequency of Cdx2^+^/Oct4^−^ cells after extending treatment to 5 days (Fig EV5B). To further investigate this Cdx2^+^ state, we assayed a supplementary panel of TE‐associated markers by flow cytometry and qRT–PCR. We observed that TE‐associated genes, such as Trop2 and Hand1, also showed marked increase in expression in 2iJ+B−A relative to controls (Fig 5E). Increased expression of both TE‐associated surface markers CD40 and CUB domain‐containing protein 1 (CDCP1; Rugg‐Gunn *et al*, 2012) was observed in 2iJ+B−A (Figs 5F and EV5C). Importantly, however, RNA‐seq and subsequent PCA demonstrated that there exists a separation between mESCs in 2iJ+B−A and trophoblast stem cells (TSCs; Fig 5G). 

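PCA of the 4 samples used the 40% of genes with the highest variance, 5705 genes, on TMM‐scaled counts that were not log‐transformed. The first component held 82.2% of the variance (95% interval 82.08 to 82.27 from 200 Poisson resamplings of the counts), the second 16.0% and the third 1.8%. On the first component, 2i−L had a score of −181600 scaled counts, 2iJ of −142100, 2iJ+B−A of 1705 and TSCs of 322000. On the second component, 2iJ+B−A was at −148800, away from 2i−L at 70070, 2iJ at 26650 and TSCs at 52070. In the space of these genes, the Euclidean distance between 2iJ+B−A and TSCs was 378200 scaled counts, compared with 233400 between 2iJ+B−A and 2iJ, 467100 between 2iJ and TSCs and 101100 between 2i−L and 2iJ. The distance from 2iJ+B−A to TSCs was 1.62 times that from 2iJ+B−A to 2iJ (interval 1.611 to 1.627). Projected on the line from 2iJ to TSCs, 2iJ+B−A covered a share of 0.2971 of it (interval 0.2954 to 0.2992). These intervals cover counting noise only, and the distances have no replicate check. The 10 genes with the largest differences carried 44.9% of the squared distance between 2iJ and TSCs, and the largest, mt‐Co1, carried 11.0%. The choice of scale moved the share most: on log2(CPM + 1) values it was 0.1657, with a distance ratio of 2.377. From the separation on its PCA, the paper concludes that mESCs in 2iJ+B−A differ from TSCs.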

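TE‐associated genes were compared across the 4 samples (1 per condition, no replicates). Cdx2 rose from 6.698 CPM in 2iJ to 33.62 CPM in 2iJ+B−A, with 45.06 CPM in TSCs. Hand1 (ENSMUSG00000037335, on chromosome 11 from 57642207 to 57646320 of NCBIM37) was at 1.31 CPM in 2iJ, 103.5 CPM in 2iJ+B−A and 382.8 CPM in TSCs, a log2 ratio of 2iJ+B−A to 2iJ of 5.844 (95% Clopper–Pearson interval 5.525 to 6.162). Elf5 (ENSMUSG00000027186, on chromosome 2 from 103251845 to 103291146) was at 0.1331 CPM in 2iJ+B−A, near the smallest detectable signal, and at 298.3 CPM in TSCs. Cd40 showed no detectable rise in 2iJ+B−A at this depth, with 0.728 CPM in 2iJ, 0.5856 CPM in 2iJ+B−A and 23.04 CPM in TSCs (log2 ratio of 2iJ+B−A to 2iJ −0.178, interval −0.664 to 0.32). Cdcp1 went from 3.232 to 6.708 CPM, with 66.43 CPM in TSCs. Oct4 (Pou5f1) stayed at 658.0 CPM in 2iJ+B−A compared with 884.7 CPM in 2iJ and 1.339 CPM in TSCs, although its transcript also matched other places in the genome, which makes its counts uncertain.

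**Figure D1:**
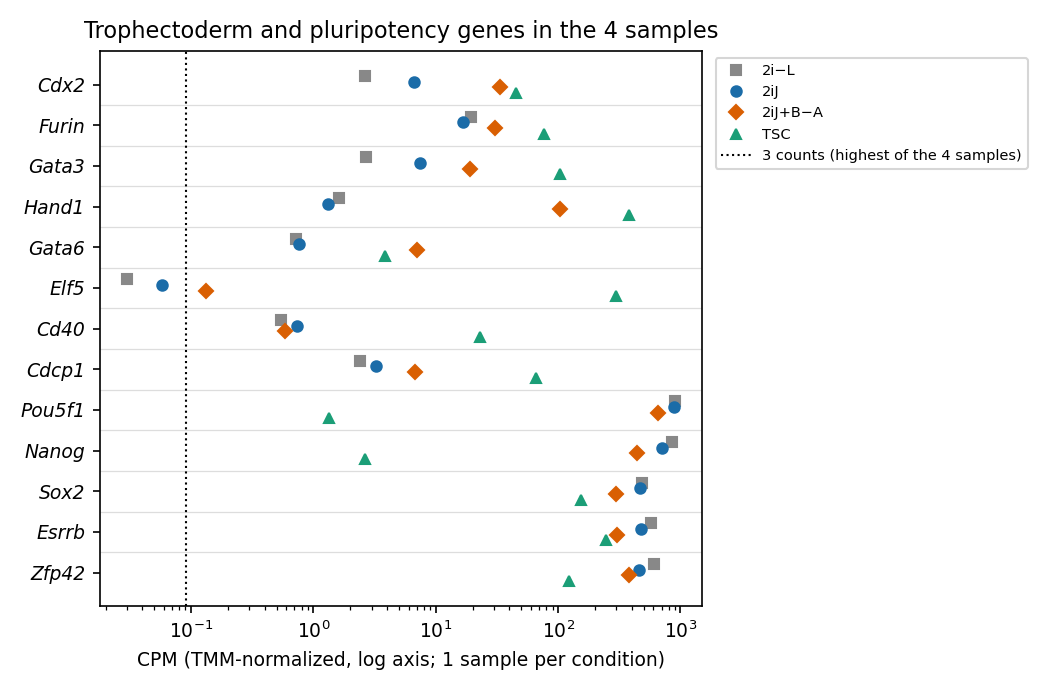
Expression of TE‐associated and pluripotency genes (rows) in CPM on a log axis in 2i−L, 2iJ, 2iJ+B−A and TSCs, with 1 sample per condition and a dotted line at 3 counts. Hand1 in 2iJ+B−A, at 103.5 CPM, lies between 2iJ and TSCs, whereas Elf5 is at 0.1331 CPM in 2iJ+B−A and 298.3 CPM in TSCs.

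Across the 14263 genes, changes in 2iJ+B−A relative to 2iJ were compared with those in TSCs relative to 2i−L, so that no sample was shared as reference. Of the 828 genes up‐regulated in 2iJ+B−A, 475 (57.4%) were also up‐regulated in TSCs, compared with 19.4% of all genes (odds ratio 6.54, p = 1.31e-138, Fisher's exact test), and 104 were down‐regulated there. Of the 452 genes down‐regulated in 2iJ+B−A, 291 (64.4%) were also down‐regulated in TSCs, compared with 17.4% of all genes (odds ratio 9.61, p = 6.99e-114, Fisher's exact test), and 28 were up‐regulated there. The shared genes made up 17.2% of the 2769 genes up‐regulated in TSCs and 11.7% of the 2477 genes down‐regulated there, shares that were added after seeing the data. Across genes, the log2 ratios had a Pearson r of 0.42 and a Spearman rho of 0.419. Genes are not independent replicates, so these tests and correlations describe genes, not cultures. Swapping the references, with 2iJ+B−A relative to 2i−L and TSCs relative to 2iJ, lowered r the most, to 0.309.

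**Figure D2:**
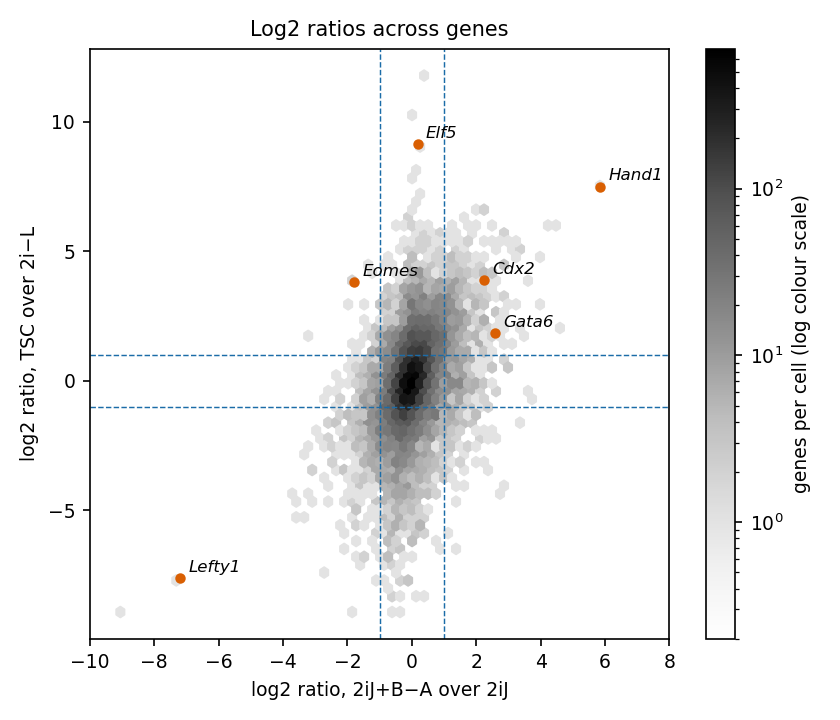
Log2 ratio of TSC to 2i−L (vertical axis) against log2 ratio of 2iJ+B−A to 2iJ (horizontal axis) for 14263 genes, with the number of genes per hexagon as the shade of gray and dashed lines at 1 and −1. Changes in TSCs span a wider range than those in 2iJ+B−A, and Pearson's r across genes is 0.42.

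From the separation between 2iJ+B−A and TSCs, the paper proposes that the transition of mESCs toward TE is not complete.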

This suggests that the fate transition of mESCs in 2iJ+B−A to a TE‐like state is incomplete. 

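Simulated expression levels for 2i−L and 2iJ+B−A, taken from the paper's Dataset EV2, were set beside the log2 ratios of the 2iJ+B−A sample to the 2iJ sample (no replicates). The dataset heads the second condition 2iL+B−A over the averages used here and 2iJ+B−A over the single simulations. It was read as 2iJ+B−A, and the comparison rests on that reading. The paper's figure shows 29 genes. Here, 32 genes of the model were matched to the counts, because the EpiTFs component was read as Fgf5, Eomes, Otx2 and T, and 31 of them had a simulated change. Tbx3 was left out, since its simulated level was 0 in both conditions. The direction was the same in simulation and RNA‐seq for 25 of the 31 genes (80.6%, 95% Clopper–Pearson interval 62.5 to 92.5%; p = 0.000878, adjusted p = 0.00263, exact sign test). Of the 6 genes simulated to rise, 5 rose, and of the 25 simulated to fall, 20 fell. The sign test takes a match and a mismatch as equally likely. Most genes fell in both simulation and RNA‐seq, so many would match without any prediction for single genes, and its p-value overstates the match. Fgf5, Eomes, Otx2 and T also share 1 simulated value. Among the 28 genes past the counting test, 23 had the simulated direction and 5 the opposite one. In edgeR's exact test with the dispersion of 2i−L and 2iJ taken as one group, 11 of the 31 passed. Of these, 9 had the simulated direction and 2 the opposite one. Among the 11 genes with a log2 ratio of at least 1 in size, 9 had the simulated direction. The sizes of the changes were less closely related. Spearman's rho across the 31 genes was 0.285 (p = 0.122, adjusted p = 0.122, permutation test with 100000 resamples), and Pearson's r was 0.59 (p = 0.00385, adjusted p = 0.00578, same test). The adjustment covers the family of 3 tests, and genes are not independent replicates. Gata6 had the largest simulated log2 ratio, 14.496, from a simulated level of 0 in 2i−L, and a measured log2 ratio of 2.572. Lefty1 had a simulated log2 ratio of −10.148 and a measured one of −7.199. Nanog had a simulated log2 ratio of −1.735 and a measured one of −0.658. Measuring 2iJ+B−A against the 2i−L sample moved rho most, to 0.454 (p = 0.0106, permutation test), and the largest fall, with a constant of 0.01 added to the simulated levels, was to 0.154 (p = 0.406).

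The paper describes the simulated and measured changes as generally matching, and the significantly changed genes as highly predictable.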

Nevertheless, this analysis demonstrates overall consistency between the simulation outputs and the differential expression profiles of mESCs in 2iJ+B−A from those in 2i−L. The significantly up‐ or down‐regulated genes in 2iJ+B−A were highly predictable (Fig 5H), a notable achievement for this complex cell‐transition process.

Our analysis thus far demonstrates the strong predictive power of the simulation framework. We next tested whether 2iJ‐treated mESCs, which we predicted are in an unstable and signal‐responsive pluripotent state, would contribute to developing *in vivo* embryogenesis differently from other pluripotent conditions. We aggregated 2iJ‐treated (2d) mESCs to totipotent host embryos (8‐cell stage embryos) and allowed endogenous cues to guide differentiation of these cells during pre‐implantation development. We noted an increased frequency of 2iJ‐treated cells localizing to TE positions in the blastocyst compared to 2iL conditions (Fig 5I, left panel), which was confirmed with different cell line (Morgani *et al*, 2013; Fig EV5D). However, these TE‐positioned cells did not express Cdx2 at the time they were assayed *in vivo* and many seemed to have initiated apoptosis (Fig 5I, right panel). These results suggest 2iJ‐treated cells are in an altered state of pluripotency, but are not fully competent to undergo trophoblast differentiation *in vivo,* either due to incomplete *in vitro* programing to a TSC like state (such as suggested by our RNA‐seq analysis) or due to competing signals received *in vivo*. 

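The direction in RNA‐seq was opposite to the simulated one for 6 genes of the model: Klf4, Myc, Fgfr2, Dnmt3b, Dusp6 and Jarid2. In edgeR's exact test with the dispersion of 2i−L and 2iJ taken as one group, 2 of the 6 passed, Klf4 and Myc. The others did not, with an adjusted p of 0.0525 for Fgfr2, 0.639 for Dnmt3b and 0.68 for Dusp6 in that test. Klf4 (ENSMUSG00000003032, on chromosome 4 from 55540013 to 55545347 of NCBIM37) had a simulated log2 ratio of −3.457 and rose from 32.24 CPM in 2iJ to 73.09 CPM in 2iJ+B−A, a log2 ratio of 1.169 (95% Clopper–Pearson interval 1.069 to 1.269; no replicates). Its counts are uncertain, since over 40% of its transcript also matched chromosome 9. Myc (ENSMUSG00000022346, on chromosome 15 from 61816946 to 61821929) had a simulated log2 ratio of −2.414 and a measured one of 1.519 (interval 1.333 to 1.708), and was higher still in TSCs, at 98.42 CPM compared with 24.14 CPM in 2iJ+B−A. Fgfr2 (ENSMUSG00000030849, on chromosome 7 from 137305965 to 140315033) was simulated to rise by 4.219 on the log2 scale, while its measured log2 ratio was −0.92 in 2iJ+B−A (interval −1.033 to −0.807) and 2.392 in TSCs. Dnmt3b and Dusp6 were simulated to fall and had measured log2 ratios of 0.426 and 0.413. Against the 2i−L sample, the condition used as the simulated reference, they rose by more, with log2 ratios of 1.148 and 0.775, and Myc by 2.19. Which of the 6 genes differ most from the simulation therefore depends on the reference. Jarid2 had a log2 ratio of 0.012, which was not distinguishable from counting noise (adjusted p = 0.515, exact binomial test). Measured against the 2i−L sample, the log2 ratios in 2iJ+B−A moved to 0.142 for Klf4 and 0.017 for Fgfr2, so the size of the change in Klf4 depends on the reference, and so does the direction in Fgfr2, which was then not distinguishable from counting noise (adjusted p = 0.852, exact binomial test). Tbx3, with a simulated level of 0 in both conditions, had a measured log2 ratio of 1.118 in 2iJ+B−A and −2.692 in TSCs. TSCs differed from 2iJ+B−A by 2336 up‐regulated and 2311 down‐regulated genes, compared with 828 and 452 between 2iJ+B−A and 2iJ. Eomes was at 178.9 CPM in TSCs and 2.742 CPM in 2iJ+B−A, and Elf5 at 298.3 and 0.1331 CPM. From such differences and contradictions, the paper proposes that the TE lineage requires more than low Oct4 and high Cdx2.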

These differences between 2iJ/2iJ+B−A‐treated mESCs and TSCs, as well as the contradictions between simulations and measurements, suggest a requirement for additional TE‐lineage specification beyond the Oct4‐low/Cdx2‐high state.

## Discussion

Pluripotent stem cells represent a powerful platform for the simulation of cell fate transitions (Morris *et al*, 2014). A variety of methods have been used to model pluripotency. Prior models of mESC‐GRNs with ordinary differential equations yielded mechanistic insights into cell fate transitions, but included only a small number of network components (Glauche *et al*, 2010; Herberg *et al*, 2014). More recent work has expanded network components in GRN models by moving from ODEs to logical models and has derived network connectivity from either population‐level knock‐in/knock‐down data (Dunn *et al*, 2014) or single‐cell expression data (Xu *et al*, 2014). These models, however, were restricted in their ability to simulate transcriptional heterogeneity and exit from the pluripotent state, in part due to the absence of signaling inputs to GRNs. To address this limitation, we used expression data from mESCs to examine our GRN framework and to produce a model of pluripotency that, when perturbed *in silico*, could recapitulate the signal‐dependent emergence of cell subpopulations observed under analogous *in vitro* and *in vivo* conditions. Additionally, by applying concepts from graph theory to our asynchronous Boolean model of pluripotency, we demonstrated the ability to model both exit from pluripotency and heterogeneity (Karwacki‐Neisius *et al*, 2013; O'Malley *et al*, 2013; Marucci *et al*, 2014). Importantly, asynchronous updates from a small set of initial random profiles can give a robust prediction of PSC‐GRN profiles, and the predictions for each PSC condition were insensitive to the changes in SCC selection criteria [i.e., thresholds for SCC size and sustainability (Appendix Section 5‐3)].

The hierarchical differentiation process of PSCs is often illustrated by trajectories of cells, such as in Waddington's metaphorical landscape (Goldberg *et al*, 2007) in which cells bifurcate into different downstream attractors that reflect differentiated cell types (Yamanaka, 2009; Iovino & Cavalli, 2011). Based on the *pluripotency*,* susceptibility*, and *sustainability* metrics in our model, we propose that 2i conditions support a population of cells at the top of this landscape. Activation of the LIF‐mediated JAK‐STAT pathway stabilizes cells within the stable local valley of the landscape by reinforcing the *pluripotency* GRN, increases the threshold required to induce differentiation, and participates in shaping the landscape with regard to preferential (embryonic) versus non‐preferential (extraembryonic) routes. Conversely, inhibition of JAK‐STAT signaling destabilizes the *pluripotency* GRN and allows the expression of TE‐lineage genes specifically in response to activation of BMP4 and inhibition of Activin A/Nodal signaling.

Although previous reports have demonstrated the apparent ability of human and mouse primed pluripotent cells to differentiate into TE‐like cells upon activation of BMP signaling (Vallier *et al*, 2009; Bernardo *et al*, 2011), these results may be condition‐ and cell line‐dependent and have not been connected to the underlying molecular structure of the pluripotency GRN. To date, there has been no evidence for the ability of cytokines and small molecules to drive TE differentiation from naïve pluripotent cells. A recent report from Morgani *et al* (2013) demonstrated that mESC derived in 2i conditions, especially 2iL, increased the potential to contribute to extraembryonic lineages like TE *in vivo*. However, we observed that active inhibition of JAK‐STAT signaling in the presence of 2i, with Bmp4 signal activation and Activin A/Nodal signal inhibition, enhanced the induction of TE‐lineage genes due to destabilization of the PSC‐GRN in a modified feedback signaling network environment. Our cells may require additional signals [such as Notch and Hippo (Rayon *et al*, 2014)] or TE‐specific transcription factors (such as Elf5) that were not used here to complete the cell fate transition to fully functional TE cells. Contexts such as DNA methylation of Elf5 or inclusion of a FGF signaling positive feedback loop between CDX2 and Eomes represent possible areas of study in our model (Ng *et al*, 2008). Moreover, a higher epigenetic barrier may separate the TE‐lineage and mESCs even in the hypomethylated ground state in 2i (Cambuli *et al*, 2014).

We anticipate that our graph theory‐based Boolean simulation approach, which predicts changes in gene expression of sustained cell populations in response to signaling inputs, can be broadly applied in studies aimed at understanding the key control nodes triggering cell fate transitions. For example, beyond pluripotency, this strategy could help to predict aberrant cell fate transitions in normal or transformed somatic stem cells. In these systems, the exogenous influences typically described as components of the stem cell niche serve to further broaden regulatory feedback (Qiao *et al*, 2014).

The concept of dynamic heterogeneity that is explored here is experimentally supported by single‐cell tracking studies (Singer *et al*, 2014; Filipczyk *et al*, 2015) and has been applied in stochastic ODE models of transcriptional noise (Kalmar *et al*, 2009), as well as in the inference of stem cell fate (Feigelman *et al*, 2016). We assume that heterogeneous populations of stem cells correspond to SCCs in the state transition graphs of asynchronously updated Boolean models. However, empirical validation of this assumption would require live cell tracking of multiple genes and cells. A recently reported *in silico* technique (Moignard *et al*, 2015), which derives GRNs by retracing measured single‐cell expression profiles associated with asynchronous Boolean transitions, may possibly be used to evaluate how each SCC reflects inter‐cell variability. However, such methods present ongoing technical challenges with respect to thresholding continuous gene expression and the quality of the single‐cell expression analysis itself.

To encourage further study using our mESC network and Boolean simulation strategy, we have implemented our modeling framework in *Garuda*. *Garuda* (http://garuda-alliance.org) is an open software platform where bioinformatics tools can be discovered and connected into pipelines with other databases and devices (Ghosh *et al*, 2011). Through this platform, the research community will be able to explore and extend our modeling framework without any software coding requirements. We anticipate future extensions of the model into a spatio‐temporal setting could predict self‐organizing expression patterns in a system where dynamic stability of state transitions drives dynamic equilibrium. We demonstrated the power of the model to predict the cell fate outcomes of PSCs exposed to complex exogenous signals by employing transition graph analysis of random asynchronous Boolean simulation with the new metrics for the stability of the subpopulations. As the framework is amenable to incorporating other levels of biological control, such as epigenetics or metabolism, it provides great opportunities to test models of heterogeneity at both the genetic and cellular (i.e., tumor) levels (Heng *et al*, 2009; Meacham & Morrison, 2013; Qiao *et al*, 2014).

Taken together, our *in vitro* studies confirm the power of our model to predict cell fate outcomes of PSCs exposed to complex exogenous signals. We demonstrate that the model can reveal new biology between different pluripotent cell states including EpiSCs. We also employ new metrics to demonstrate that mESCs cultured in 2i−L represent a unique cell state that exhibits high OSN levels (pluripotency) but are simultaneously highly responsive to a broad array of differentiation‐inducing signals (susceptibility). These metrics represent broadly applicable quantitative strategies for GRN scoring in biological systems. Our system also predicts changes in PSC gene expression associate with TE‐like cells, an observation validated by robust single‐cell gene and protein expression. Interestingly, our analysis also reveals that typical metrics associated with changes in cell state *in vitro* may not translate to *in vivo* functionality where additional signals context or maturation steps may be required to fully cross cells across fate barriers.

## Materials and Methods

### Random asynchronous Boolean simulation (R‐ABS)

Random asynchronous Boolean simulation (R‐ABS) was performed using two assumptions: (i) Every combination of model variables is equally likely to be updated in a given step, and (ii) the state‐space is generated with all the transition history of a sufficient number of consecutive steps from a sufficient number of random initial states. R‐ABS was performed using the BooleanNet ver.1.2.6 Python package (http://code.google.com/p/booleannet/), with 700 consecutive update steps from each of 700 random initial states per condition. Five independent simulations per condition were performed and consistently resulted in similar population‐average expression probabilities.

### Calculation of population properties based on strongly connected components (SCCs)

Strongly connected components (SCCs) are defined as clusters of unique expression profiles wherein all profiles are mutually reachable. SCCs were identified in the profile transition graph generated by R‐ABS using the NetworkX ver 1.9 Python package.

For a particular SCC with *n* unique expression profiles, the transition matrix (*M*) with *n* rows and columns is defined. Each element (*m*_*ij*_) of *M* in row *i* and column *j* holds the value of the edge probability (i.e., accessibility from a source profile *j* to its target profile *i*) ranging from 0 to 1, which represents the relative transition frequencies from a specific expression profile to one of its target profiles among all transitions from the source profile. The profile probability *v*_*i*_ of profile *i* indicates the chance that a certain cell resides at profile *i* in the SCC. The matrix product of *m*_*ij*_ and *v*_*j*_ indicates the profile probability (*v*_*j*_) of the source profile *j*, which has a transition path to *i*. The distribution approaches a limiting distribution ***v***, where ***v** *= *M × **v*** is satisfied. Assuming the cell population is a sum of probabilities of heterogeneous single‐cell states (profiles), Σ_*n*_(*v*_*n*_) is equal to 1. Solving *v* under these constraints gives the principal eigenvector of *M* that tells us the expected population average when the system reaches a dynamic steady state after a certain number of simulation steps from any profile in the SCC.

For each SCC, we define the transition matrix *M* with elements *m*_*ij*_ as follows. For any source profile *j* and target profile *i* within a particular SCC, the probability of transitioning from *j* to *i* (*m*_*ij*_) can be calculated as the observed frequency of transitions from *j* to *i* divided by the observed frequency of transitions from *j* to any profile in the SCC. Thus:

$$m_{\mathrm{ij}}=\frac{f_{\mathrm{ij}}}{\sum_{k\in K}f_{\mathrm{ik}}},$$

where *K* is the set of all profiles in the SCC.

Sustainability for a particular SCC indicates the probability of remaining within an SCC, that is, 1—probability of outgoing profile transition from the SCC, reflecting a quantitative measure of the intrinsic stability of the GRN within the SCC. The sustainability score (*S*_*scc*_) is defined as *S*_*scc*_ = 1 − (Σ_*j*_(*v*_*j*_)* ×* Σ_*k*_(*v*_*jk*_)), ranging from 0 to 1, assuming profile *j* (inside the SCC) has outgoing edges toward profile *k* (outside the SCC). The expression frequency (*p*) of model component (*g*) in a particular SCC can be calculated as a summation of all *v* with ON expression of the gene:

$$p_{g,scc}=S_{\mathrm{scc}}\cdot \sum_{j}^{n}v_{j}\cdot \left\{1\left(j_{g}=ON\right)|0\left(j_{g}=OFF\right)\right\},$$

where *j*_*g*_ denotes the binary state of *g* in the profile *j*. To avoid overestimation of *v* and to maintain calculation accuracy of population‐averaged expression level, we defined the thresholds for SCCs to be considered in the analysis as the number of profiles > 10 and sustainability score > 0.7. As a larger dynamic stable state of PSCs is more likely to exist over time, it will become a larger determinant of population‐averaged expression levels. Consequently, population‐level gene expression level is calculated by averaging multiple SCCs:

$$p_{g}=\frac{\sum_{\mathrm{scc}}p_{g,scc}\cdot n_{\mathrm{scc}}}{\sum_{\mathrm{scc}}n_{\mathrm{scc}}},$$

where *r* is the number of SCCs found under the given condition satisfying the predefined threshold, and *n* is the number of unique profiles involved in the SCC. A small constant value for *p* (*p *= 1e‐5) was applied where necessary to avoid zero division.

We classified each SCC into one of four lineage identities based on the SCC‐averaged expression levels of lineage and pluripotency‐associated genes (Cdx2, EpiTFs, Gata6, and Oct4) in the associated SCC. Each SCC and steady‐state attractor are classified based on the thresholds on the SCC‐averaged expression levels (Cdx2: 0.7, EpiTFs: 0.2, Gata6: 0.5 and Oct4:0.3). High expression of individual lineage markers in separate SCCs is used to classify TE (Cdx2), epiblast (EpiTFs), PE (Gata6), and PSC (Oct4), while ME is classified by high co‐expression of Cdx2, EpiTFs, and Gata6 in the same SCC (Morgani *et al*, 2013). The population‐averaged subpopulation frequency is calculated proportionally to the size and sustainability of each SCC, as follows:

$$p_{A}=\frac{n_{A}\cdot S_{A}}{\sum_{\mathrm{scc}}n_{\mathrm{scc}}\cdot S_{\mathrm{scc}}},$$

where the number of unique profiles in the SCC *A* and sustainability of *A* are indicated as *n*_*A*_ and *S*_*A*_, respectively. The population‐averaged gene expression and sustainability scores for simulated pluripotent populations are shown in Dataset EV2.

### GRN inference

We collected mESC expression data on 1,295 genes using the Affymetrix Mouse 430 2.0 Array from the Gene Expression Omnibus (GEO) database at the US National Center for Biotechnology Information (NCBI) and ArrayExpress at the European Bioinformatics Institute (EBI; Dataset EV1). Graphical Gaussian modeling (GGM) was employed to infer direct regulatory networks between gene pairs based on partial correlations. Data from all 45,101 probe sets were quantile normalized with the R/Bioconductor limma package. The probe sets were then collapsed into 13,879 unique genes by taking mean values of probes annotated to the same gene. For each of the 20,000 iterations, 1,000 genes were randomly sampled for pairwise partial correlation analysis with the GeneNet package in R. The GGM score of each gene pair was defined as the lowest partial correlation for the pair over all iterations satisfying an absolute Pearson correlation > 0.3 and *P* < 0.05. Gene‐to‐gene links with positive/negative‐high GGM scores (> 0.03 or < −0.03) were considered as candidate regulatory edges.

### Model selection

The candidate models were evaluated by comparing the Euclidean distance between predicted population‐averaged expression levels and observed frequency of gene‐expressing cells in single‐cell datasets (MacArthur *et al*, 2012; Kolodziejczyk *et al*, 2015). Both the simulation and the experiment were performed in the control LS condition. The mRNA expression levels of single cells were binarized by k‐means clustering across all samples with k = 2, from which the frequency of gene‐expressing single cells in the population was calculated. The Python SciPy package was used to perform k‐means clustering. As there are two sets of single‐cell transcriptomic reference profiles, the average values of the frequencies from both datasets were used.

### Cell culture

Maintenance of R1 mouse embryonic stem cells (mESCs) was carried out in serum‐containing and feeder‐free conditions as described previously (Chang & Zandstra, 2004). Validation of predicted responses to exogenous signaling was performed in serum‐containing medium supplemented with combinations of the following cytokines/small molecules: LIF (Millipore ESG1107—10 ng/ml), JAK inhibitor (EMD Millipore 420097—2.0 μsM), BMP4 (R&D Systems 314‐BP‐010—10 ng/ml), LDN193189 (Reagents Direct 36‐F52—0.1 μM), CHIR99021 (Reagents Direct 27‐H76—3 μM), Dkk1 (R&D Systems 1765‐DK‐010—275 ng/ml), bFGF (Peprotech 100‐18B—20 ng/ml), PD0325901 (Reagents Direct 39‐C68—1 μM), Activin A (R&D Systems 338‐AC‐050—20 ng/ml), and ALK5 inhibitor II (Enzo Life Sciences ALX‐270‐445—10 μM and Cedarlane ALX‐270‐445 for RNA‐seq). Trophoblast stem cells (TSCs) were cultured as described previously (Tanaka *et al*, 1998). Mesoderm progenitor cells were generated from embryoid bodies (EBs) in differentiation medium containing Iscove's modified Dulbecco's medium (IMDM; Thermo Fisher Scientific) and Ham's F‐12 nutrient mix (Thermo Fisher Scientific) supplemented with 1× B‐27 supplement (Thermo Fisher Scientific), 1× N‐2 supplement (Thermo Fisher Scientific), 2 mM Glutamax (Thermo Fisher Scientific), 100 U/ml penicillin–streptomycin (Thermo Fisher Scientific), 0.05% bovine serum albumin (BSA; Wisent), 150 μM monothioglycerol (MTG; Sigma), and 0.5 mM ascorbic acid (Sigma). On day 2, EBs were harvested, dissociated into single cells, and re‐aggregated in 100‐mm Petri dishes (BD Biosciences) with differentiation medium further supplemented with BMP4 (1 ng/ml), Activin A (2 ng/ml), and Wnt3a (3 ng/ml). Mesoderm progenitors were isolated either before or 24 h after addition of IWP‐2 (Reagents Direct 57‐G89—2 μM) to each Petri dish on day 3.

### mRNA quantification with qRT–PCR

Primer sequences were obtained from PrimerBank (Spandidos *et al*, 2010) and are listed in Table 2. Gene expression levels were measured by qRT–PCR as described previously (Onishi *et al*, 2012). Briefly, cells were lysed and RNA was isolated using the PureLink^®^ RNA Mini Kit (Life Technologies). The RNA was converted to cDNA using SuperScript III Reverse Transcriptase (Life Technologies) and amplified in FastStart SYBR Green Master Mix (Roche) using the 7900HT Fast Real‐Time PCR System (Thermo Fisher) with an annealing temperature of 60°C. Each dataset was normalized to β‐actin in each condition and then normalized to the control.

**Table 2:** Primer sequences used in the study

Gene	Forward Primer	Reverse Primer
*Oct4*	AGTTGGCGTGGAGACTTTGC	CAGGGCTTTCATGTCCTGG
*Nanog*	TTGCTTACAAGGGTCTGCTACT	ACTGGTAGAAGAATCAGGGCT
*Sox2*	GCTCGCAGACCTACATGAAC	GCCTCGGACTTGACCACAG
*Otx2*	TATCTAAAGCAACCGCCTTACG	AAGTCCATACCCGAAGTGGTC
*Eomes*	GGCCCCTATGGCTCAAATTCC	CCTGCCCTGTTTGGTGATG
*Gata6*	GGCAGTGTGAGTGGAGGTG	TGGTACGTTCCGTTCAGCG
*Gata4*	CCCTACCCAGCCTACATGG	ACATATCGAGATTGGGGTGTCT
*Trop2*	GTCTGCCAATGTCGGGCAA	GTTGTCCAGTATCGCGTGCT
*Fgf5*	TGTGTCTCAGGGGATTGTAGG	AGCTGTTTTCTTGGAATCTCTCC
*Bry (T)*	GCTGGATTACATGGTCCCAAG	GGCACTTCAGAAATCGGAGGG
*b‐actin*	GAAATCGTGCGTGACATCAAAG	TGTAGTTTCATGGATGCCACAG
*Furin*	TCGGTGACTATTACCACTTCTGG	CTCCTGATACACGTCCCTCTT
*Gata3*	AAGCTCAGTATCCGCTGACG	GTTTCCGTAGTAGGACGGGAC
*Elf5*	GACTCCGTAACCCATAGCACC	GCTGAACAGATCGGTCCAAGG
*Tfap2c*	TACCAGCCGCCTCCTTACTT	TCCAGCCCTGAAATATGGGGT
*Hand1*	GGCAGCTACGCACATCATCA	GCATCGGGACCATAGGCAG

### *In vitro* immunostaining and quantification

Cells were fixed and stained as described previously (Onishi *et al*, 2012). The following antibodies were used at a 1:200 dilution: Oct4 (BD Biosciences 611203), Oct4 rbIgG1 (Cell Signaling 2840S), Sox2 (R&D Systems MAB2018), Nanog (eBiosciences 14‐5761‐80), Cdx2 (BioGenex MU392‐UC), Gata4 (Santa Cruz Biotechnology sc‐1237), and Brachyury (R&D Systems AF2085). Stained cells were quantified using the Cellomics (ThermoFisher) high content screening platform. The frequencies of positive cells for single genes were assessed by counting the single cells whose expression levels are above certain threshold (assessed based on the bimodal distribution of the expression level in LIF+Serum conditions) which is common across each technical replicate (i.e., each plate) including two biological replicates for each condition.

### Flow cytometry

Cells (mESCs and TSCs) were first stained for surface markers CDCP1 (R&D Systems AF4515) and CD40 (BD Biosciences 562846) using antibodies at 1:100 dilutions and assayed using flow cytometry (BD LSRFortessa). Cells were also stained with a live/dead stain (LIVE/DEAD Fixable Far Red Dead Cell Stain Kit for fixed cells, 7‐AAD for live cells—Life Technologies) and gated for live cells. Final graphs were generated using FlowJo software.

### RNA‐seq

The extraction of RNA was conducted using the PureLink RNA Mini Kit (Ambion, Life Technologies, Cat no. 12183018A and 12183025) according to the manufacturer's instructions. Cells were homogenized using a QIAshredder (Qiagen, Cat no. 79654). Cell pellets were frozen at the treatment‐specific time points, and RNA was extracted from all pellets at the same time for each analysis. Quality control of total RNA was done on an Agilent Bioanalyzer 2100 RNA Nano chip following Agilent Technologies' recommendation. Next, RNA libraries were sequenced on an Illumina HiSeq 2500 platform using a High Throughput Run Mode flowcell and the V4 sequencing chemistry following Illumina's recommended protocol to generate paired‐end reads of 126‐bases in length. Reads were trimmed for adapters and a phred33 quality cutoff of 20 using TrimeGalore with cutadapt and mapped to the Ensembl NCBIM37 mouse genome using STAR 2.4.2a. To adjust batch effects between experiments of two distinct days, COMBAT, an R package for Empirical Bayes method (http://statistics.byu.edu/johnson/ComBat/) was utilized.

### Chimera generation and analysis

Joshua Brickmann (Copenhagen) provided the E14 Ju09 HV H2B‐Tomato mESCs (Morgani *et al*, 2013) and CAG H2B‐eGFP ESCs were derived from mice (Hadjantonakis & Papaioannou, 2004). These mESCs were maintained in mESC medium containing 2i/LIF/serum. Cells were passaged twice with 2iL on mouse embryonic fibroblasts and inactivated with no growth factor medium. Cells were then treated for 48 h with 2i/LIF/serum or 2i/Jaki/serum on mouse embryonic fibroblasts. Chimeric embryos were generated by morula aggregation. Clusters of 5 to 10 mESCs were aggregated with wild‐type CD1 morulae and cultured in potassium (K) simplex optimized medium (KSOM; Chemicon) under paraffin oil at 37°C and 5% CO_2_ until the late blastocyst stage (embryonic day 4.5). Blastocyst embryos were subjected to immunofluorescent staining using anti‐Cdx2 (1:600, Abcam ab76541), anti‐Gata4 (1:100, Santa Cruz Biotech sc‐9053), anti‐Sox2 (1:100, R&D Systems AF2018), anti‐GFP (1:400, Abcam ab13970), and anti‐RFP (1:100, Abcam ab65856) antibodies. Imaging was performed using a Quorum WaveFX spinning disk confocal system and Volocity acquisition software (Perkin Elmer). The frequency of cells localizing to extraembryonic—trophectoderm (TE) positions in the blastocyst was counted. The investigators were not blinded to allocation during outcome assessment, and the experiments were not randomized.

### Data and statistical analysis

We assumed that each well of a culture dish behaves as a biological replicate. No statistical methods were used to predetermine sample sizes. Images including immunostaining experiments shown represent at least three independent runs. Simulation data were derived from five individual runs for the indicated inputs. For the calculation of *P*‐value, Wilcoxon exact rank test (R: coin package) was used for comparison of data groups unless otherwise stated. All tests of statistical significance were two‐sided.

### Data and software availability

RNA‐seq data have been deposited in the Gene Expression Omnibus (GEO) under the accession number of GSE88928.

The simulation framework developed in this study is implemented as a set of downloadable *Garuda* gadgets (http://www.garuda-alliance.org). *Garuda* is an open platform that enables interoperable connections between bioinformatic software, databases, and devices into complete pipelines. We have provided gadgets for the Boolean network simulation including R‐ABS (http://50.112.254.186/node/88), the SCC profile calculation (http://50.112.254.186/node/87), and the binarization of gene expression data (http://50.112.254.186/node/86). The Python source code is also available at (https://gitlab.com/stemcellbioengineering/garuda-boolean).

## Author contributions

AY‐K designed and performed *in silico* study and bioinformatics analysis. KO designed and performed *in vitro* experiments. JO performed *in vitro* experiments and bioinformatics analysis. MAL implemented software for the *Garuda* platform. EP designed and performed, and JR supervised *in vivo* experiments. AY‐K, KO, and PWZ designed the project and AY‐K, KO, JO, MAL, and PWZ wrote the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

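RNA‐seq of 4 samples was analysed, 1 per condition: R1 mESCs after 2 days in 2i−L, 2iJ or 2iJ+B−A, and F4 TSCs. All carry 1 batch label. The authors deposited, for each sample, the count of read pairs on every gene from STAR, after adapter and quality trimming with TrimGalore and mapping to NCBIM37. The deposited counts are whole numbers without normalization, and the ComBat adjustment that the paper describes for samples of different days is not in them. STAR counts only read pairs that map to 1 place, and between 6.72% and 7.01% of the read pairs of a sample mapped to several places. The annotation release and the count column the authors used were not found in the paper or its supplementary files.

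The count on the strand of a reverse‐stranded library was used, and the unstranded count was an alternative. Of the 37620 gene identifiers, 37205 were found in the NCBIM37 annotation. Counts on genes per sample ranged from 33913984 to 36964392, which was 82.23% to 83.58% of the read pairs listed in each table. A gene with 3 counts, the smallest signal taken as detectable, has between 0.07986 and 0.09021 CPM. TMM factors from edgeR 4.0.16 and, as an alternative, size factors from DESeq2 1.42.0 were computed in R 4.3.3. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

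Genes with at least 1 CPM in at least 1 sample were kept, 14263 in all, and log2 ratios were taken with a pseudocount of 0.5 CPM. An edgeR or DESeq2 model with replicates could not be fitted with 1 sample per condition. Each gene was tested instead with an exact binomial test of its counts in both samples given the normalized library sizes, with Benjamini–Hochberg adjustment over the 14263 genes. A gene was counted as changed at an adjusted p under 0.05 and a log2 ratio of at least 1 in size. Intervals of log2 ratios are 95% Clopper–Pearson intervals of the share of the counts in the first sample, written on the scale with the pseudocount. That scale for the intervals was settled while the scripts were being built. These tests and intervals cover counting noise and not variation between cultures.

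PCA used the 40% of genes with the highest variance on TMM‐scaled counts, with intervals from 200 Poisson resamplings. Overlaps were tested with Fisher's exact test. The simulated levels of Dataset EV2 were compared on the log2 scale after adding 1e-05, with an exact sign test and with permutation tests of 100000 resamples, adjusted over 3 tests. The averages headed 2iL+B−A were read as the 2iJ+B−A condition, the heading of its single simulations. Tbx3, simulated at 0 in both conditions, was left out of these tests. Transcripts of the named genes were aligned to NCBIM37 with minimap2 2.31, in a splice-aware mode chosen while the scripts were being built, and a gene with over 40% of its transcript matched elsewhere was called uncertain.

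The genes named in the text were set by a rule written before the files arrived: every gene of the model, every gene of Fig 5A, 5E and 5F and Table 2, and the 10 genes with the largest log2 ratio of 2iJ+B−A to 2iJ in size among genes with at least 10 CPM in at least 1 of the 2 samples that change the same way against 2i−L. Values of single genes are given for part of these genes. Sets of marker genes for lineages and signaling pathways were listed before their values were computed. Xist, from such a list, was named after its value was seen.

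The scripts were tested on simulated counts. All 200 genes simulated as changed were recovered in the right direction, and of 13369 unchanged genes 0 were called with counting noise only. With a coefficient of variation of 0.2 between cultures added, 164 unchanged genes were called. A projection simulated at 0.3 was recovered as 0.3.

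The alternatives were the unstranded count, other normalizations and filters, edgeR's exact test with assumed biological coefficients of variation of 0.1, 0.2 and 0.4 or with a dispersion from 2i−L and 2iJ taken as one group, other cutoffs of the log2 ratio, 2i−L as the reference, other gene sets and scales for the PCA, other pseudocounts and other readings of model components. Later time points, further replicates and mesoderm progenitors are not in the files analysed here and were left out, as were qRT–PCR, flow cytometry and imaging sentences, except for a comparison with the paper's qRT–PCR source data in the closing section.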

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

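Among the 10 genes with the largest change between 2iJ+B−A and 2iJ, 8 are not discussed in the paper, and each was flagged because its signal lies in genes outside those the paper reports on. Lefty2 had a log2 ratio of −9.051, from 9088 counts in 2iJ to 0 in 2iJ+B−A. The log2 ratio was 4.581 for Esx1, 4.496 for Irx4, 4.206 for Nxf7, 4.005 for Igf2as, 3.929 for Phlda2 and 3.739 for Lgr5, and −3.686 for Krt42. Each of these comparisons has 1 sample per condition and no replicate check.

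The fall of Lefty2 may reflect the block of Activin signaling, since the Activin/Nodal target set, which includes Lefty1 and Lefty2 and so is not independent of them, had a median log2 ratio of −2.251 and the BMP target set one of 1.993. Both were predicted, before their values were seen, to lie beyond 1 in size if the response was to BMP4 and the inhibitor. Lefty1 and Lefty2 share sequence, and a prediction written after the fall was seen was that reads moved from one to the other. Both genes fell, so their summed counts had to fall too, with a log2 ratio of −8.815. A shift of counted reads between them therefore does not account for the fall. The sum cannot show read pairs left uncounted because they match both genes.

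Several technical explanations apply to all the changed genes. After thinning each sample to 33913984 counts, 1293 genes changed between 2iJ+B−A and 2iJ compared with 1280 before, so library size explains little. The share of counts in the 20 most counted genes differed by 0.26 percentage points between 2iJ+B−A and 2iJ. Across the 13432 genes with a transcript in the annotation (94.2%), the rank correlation of the log2 ratio with transcript length was −0.000221 and with GC content 0.0904. The authors' normalization cannot be a cause, as the files hold counts. All samples carry 1 batch label, so an unlabelled batch between cultures could not be tested, a prediction written after the label was known. The changes as a whole therefore cannot be told apart from variation between single cultures or from an unlabelled batch. For Nanog, Cdx2, Furin, Gata3 and Hand1, all 3 qRT–PCR experiments of the paper had the RNA‐seq direction, which argues against both for these genes. For Oct4 and Elf5 the experiments had both signs. By at least 1 on the log2 scale, 8 of 9 BMP targets rose and 6 of 7 Activin/Nodal targets fell. That was predicted from the additives, and neither explanation predicts it.

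Xist was at 2399 CPM in TSCs and was flagged because the paper does not report on it. It was chosen for the text after its value was seen. Its counts in 2i−L, 2iJ and 2iJ+B−A were 6, 48 and 80, at most 0.089% of the TSC level in CPM, and the summed Y‐linked genes had 6587, 7190 and 6400 counts there and 0 in TSCs. High Xist with no Y‐linked counts may mean that the TSC line is female and R1 is male, a difference of cell line that adds to the difference of cell type. A mislabelled sample was weighed by Pou5f1, whose log2 ratio of TSC to 2iJ was −8.911, far from the level of the mESC samples. The prediction for mislabelling also named any difference in Xist or Y‐linked genes among the R1 samples, without a size. Xist did differ there by these small counts, and the Y‐linked sum by at most 0.298 on the log2 scale. A mix‐up among the R1 samples therefore cannot be excluded by this test. The BMP target set argues against one involving 2iJ+B−A, with a median of 38.1 CPM there, 8.01 in 2iJ and 6.4 in 2i−L. All 9 expressed JAK/STAT target genes were lower in 2iJ than in 2i−L, which argues against a swap of those samples. Their median was 11.5 CPM in 2iJ+B−A, which held the same inhibitor, compared with 4.66 in 2iJ and 12.4 in 2i−L. Gene by gene, however, the median log2 ratio of 2iJ+B−A to 2iJ was −0.01. By at least 1 on the log2 scale, 3 of the 9 genes rose and 0 fell, so the set as a whole did not return to the 2i−L level. Fibroblast feeder RNA in the TSC sample was also tested: the fibroblast genes summed to 13.5 CPM in TSCs, 0.25 times the highest other sample, so such contamination was not seen.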

How the results depend on the processing

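The main settings, the alternatives and the rule for named genes were written before the processed files arrived, except for 6 entries added after seeing the data. Of 17 headline results, 6 kept their direction and their side of the test, where they had one, under every alternative: the genes with the direction of their color in Fig 5H, the model genes with the simulated direction, and the 4 shares of changed genes that 2iJ+B−A and TSCs have in common. Of these, only the first kept its value. The model genes with the simulated direction went from 25 of 31 to 24 with unstranded counts and with total counts (p = 0.00333, exact sign test), to 22 of 28 with EpiTFs as 1 component (p = 0.00372) and to 23 of 28 among genes past the counting test. These sign tests take a match and a mismatch as equally likely, although most genes fell in both simulation and RNA‐seq, so their p-values overstate the match. The share of TSC up‐regulated genes also up in 2iJ+B−A went from 17.2% to 1.4% with an assumed biological coefficient of variation of 0.4. With no minimum log2 ratio it rose to 45.6%. The share for down‐regulated genes went from 11.7% to 0.9% and 51.8% under the same settings. The replicate block was not run because each condition has 1 sample, and for the same reason no replicate was left out.

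The counts of changed genes depend on the noise assumed between cultures. With edgeR's exact test and a coefficient of variation of 0.4, 2iJ+B−A against 2iJ gave 26 genes up and 13 down, TSC against 2iJ 1101 and 1309, and 2iJ against 2i−L 0 and 0. With 0.1, and with the dispersion of 2i−L and 2iJ taken as one group, 2iJ+B−A against 2iJ stayed at 828 and 452. With 0.2, it gave 636 and 327, and 2iJ against 2i−L gave 22 and 25. A larger coefficient widens the spread a difference must exceed, which could explain the loss. A log2 ratio of at least 2 left 141 up and 58 down, 1092 and 1080, and 3 and 5 for the same comparisons. With no minimum they were 4477 and 4642, 6216 and 6165, and 3235 and 3150, since at this depth counting noise is small. Requiring 10 counts in every sample left 95 genes up in 2iJ against 2i−L, as it removes genes near 0 in some sample.

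For the PCA, the intervals cover counting noise only, so small shifts count as changes. The share of the line from 2iJ to TSCs covered by 2iJ+B−A was 0.2847 with total counts, 0.3083 with 10 counts in every sample, 0.381 from 2i−L, 0.1657 on log2(CPM + 1), 0.2682 without scaling and 0.3074 with the top 500 genes. The distance ratio was 1.651, 1.575, 1.319, 2.377, 1.59 and 1.587 under those settings. The variance share of the first component was 82.29% with unstranded counts, 82.35% with DESeq2, 81.64% with total counts, 82.05% with 10 counts in every sample, 85.77% on the log2 scale, 76.34% without scaling and 82.73% with 500 genes. Without mitochondrially encoded genes, an alternative chosen after seeing the data, these were 0.2779, 1.726 and 83.42%. The log2 scale could lower the share because it takes weight from the few genes with the highest counts.

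The rank correlation with the simulation, 0.285 (p = 0.122, permutation test), became 0.454 (p = 0.0106) against 2i−L and 0.424 (p = 0.0243) with EpiTFs as 1 component. It fell to 0.154 (p = 0.406) with a constant of 0.01 added to the simulated levels and to 0.222 (p = 0.231) with Activin A read as Inhba, both by permutation test. The rise against 2i−L may arise because the simulated reference is 2i−L, and that with 1 component because EpiTFs then enter once. The correlation across genes of 2iJ+B−A and TSC ratios was 0.421 with DESeq2, 0.405 without a filter and 0.451 with 10 counts in every sample. It was 0.402 with a pseudocount of 0.1 and 0.309 with the references swapped, 2iJ+B−A against 2i−L and TSCs against 2iJ. The swap adds the response to the JAK inhibitor to the 2iJ+B−A ratio and takes it out of the TSC ratio, which could lower r.

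Of single genes, 5 rows for 2iJ+B−A over 2iJ reversed. Against 2i−L, Fgfr2 went to 0.017 and Tcf7l1 to 0.135, since 2iJ differs from 2i−L for these genes. Cd40 went to 0.06, within counting noise, and its log2 ratio of 2iJ to 2i−L was 0.238 (interval −0.281 to 0.735). Gbx2 went to 0.222 with unstranded counts and 0.027 with total counts, from a value near 0. Other rows for single genes gave 3 stronger and 2 weaker. Under the dispersion from 2i−L and 2iJ, added for these genes after seeing the data, 22 of 102 rows became weaker. Depth limits genes near 3 counts, such as Elf5 outside TSCs.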

Differences from the paper's values

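The ratio of 2iJ+B−A to 2iJ drawn for 11 genes in Fig. 5H, on an axis without a stated unit, was read by eye and set beside the log10 ratio of CPM. All 11 had the same sign, and 10 differed in size by more than the error, the larger of counting noise and 0.05. The figure draws means over further day 2 samples of each condition, and the paper adjusted for batch, whereas 1 unadjusted sample of each was used here. The error does not cover these differences, which could not be tested, so the gaps may come from them. For Bmp4 the log10 ratio was 0.48, and the paper's is about 0.14 in Fig. 5H, read by eye. Cdx2 had 0.676, with the paper's value about 0.43 in Fig. 5H. The value of Eomes was −0.537 here and the paper's about −0.28 in Fig. 5H. For Esrrb the log10 ratio was −0.197, and the paper's is about −0.07 in Fig. 5H, read by eye. Gata6 had 0.774, with the paper's value about 0.45 in Fig. 5H. The value of Gcnf (Nr6a1) was 0.107 here and the paper's about 0.05 in Fig. 5H. For Lefty1 the log10 ratio was −2.167, and the paper's is about −0.88 in Fig. 5H, read by eye. Myc had 0.457, with the paper's value about 0.16 in Fig. 5H. The value of Nanog was −0.198 here and the paper's about −0.07 in Fig. 5H. For Smad6 the log10 ratio was 0.583, and the paper's is about 0.19 in Fig. 5H, read by eye. None of the alternatives set before the files arrived closed the gap for any of the 10 genes: unstranded counts, DESeq2 size factors, total counts, a pseudocount of 0.1, 2i−L as the reference and the log2 ratio in place of log10 all left it open.

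The paper draws 29 genes of the model in Fig. 5H, while 32 genes were matched here. It reports higher CD40 and CDCP1 proteins in 2iJ+B−A by flow cytometry. In the RNA‐seq counts, Cdcp1 had a log2 ratio of 0.949 and Cd40 of −0.178 (95% Clopper–Pearson interval −0.664 to 0.32). The paper describes the significantly changed genes as well predicted. Myc, labelled in Fig. 5H, and Klf4 had the direction opposite to the simulation, with log2 ratios to 2iJ of 1.519 and 1.169. Against 2i−L, the log2 ratios were 2.19 for Myc and 0.142 for Klf4.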

Other observations

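The paper's qRT–PCR source data of Fig 5E were compared for 7 genes, each with 3 experiments. The RNA‐seq log2 ratio of 2iJ+B−A to 2iJ had the direction of the qRT–PCR mean for 7 of 7 genes. It lay within the range of the experiments for 6 of 7. The direction of Elf5, at 0.182, rests on 2 counts in 2iJ and 5 in 2iJ+B−A. The qRT–PCR ranges of Elf5 (−0.23 to 2.06) and Oct4 (−1.51 to 0.01) held both signs. For TSC to 2iJ, 7 of 7 genes also had the direction of the mean and 6 of 7 lay within the range. The gene outside it was Cdx2, with 2.662 in RNA‐seq and a qRT–PCR mean of 5.96 (range 3.02 to 8.05). For 2iJ+B−A over 2iJ, the gene outside the range was Gata3, with 1.305 in RNA‐seq and a mean of 2.56 by the paper's qRT–PCR (range 1.49 to 3.14).

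Hypotheses on the culture conditions were tested with lists of marker genes, and their predictions were written before the values were seen. A mesoderm or primitive streak response was predicted to give a median log2 ratio above 1 in 2iJ+B−A. The median was 0.858 over the 11 expressed genes, under the 1.978 of the trophoblast set, so this prediction was not met. Of the set, 3 genes rose and 3 fell by at least 1 on the log2 scale. With genes moving both ways, the median cannot decide whether a part of the set responded. Loss of naive pluripotency genes in 2iJ+B−A was predicted to give a median of −1 or lower, and the median was −0.487. JAK inhibition was predicted to give the JAK/STAT set a median of −1 or lower in 2iJ over 2i−L. The median was −0.861, so neither prediction was met. All 9 expressed JAK/STAT genes were still lower in 2iJ, 4 of them by at least 1 on the log2 scale, a fall under the predicted size. Of the 19 trophoblast genes found, 14 were called up in 2iJ+B−A and 3 were at or above the TSC level.

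Further predictions were written only after a result had been seen. If a few mitochondrially encoded genes carried the line from 2iJ to TSCs, the share covered by 2iJ+B−A would have fallen to 0.1 or less without them, and it was 0.2779. If 2iJ+B−A raised the trophoblast genes that TSCs express most, the rank correlation of the log2 ratio with the TSC level would have been above 0.5. It was −0.235 across 19 genes (p = 0.328, permutation test, 1 relation tested), and genes are not independent replicates. If the imprinted placental genes Phlda2, Ascl2, Esx1 and Igf2as rose to the TSC level, all 4 would have been at or above it, and 3 were. Igf2as was at 68.76 CPM in 2iJ+B−A and 85.63 CPM in TSCs, whereas Esx1 was at 72.8 and 12.65 CPM, so this prediction was not met.

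The RNA‐seq values have 1 sample per condition and no RNA‐seq replicates, while the 7 genes compared with the paper's qRT–PCR have repeated experiments beside them. The RNA‐seq samples carry 1 batch label, so RNA‐seq alone cannot tell the patterns apart from a difference between unlabelled batches. The exceptions are the genes for which the repeated experiments or the predictions from the additives argue against it.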
